# Longitudinal multi-omic changes in the transcriptome and proteome of peripheral blood cells after a 4 Gy total body radiation dose to Rhesus macaques

**DOI:** 10.1186/s12864-023-09230-7

**Published:** 2023-03-21

**Authors:** Shanaz A. Ghandhi, Shad R. Morton, Igor Shuryak, Younghyun Lee, Rajesh K. Soni, Jay R. Perrier, James Bakke, Janet Gahagan, Kim Bujold, Simon Authier, Sally A. Amundson, David J. Brenner, Denise Nishita, Polly Chang, Helen C. Turner

**Keywords:** Radiation, Hematological acute radiation syndrome, Non-human primates, Radiation dosimetry, Hematology, Transcriptomics, Proteomics, Blood, Biofluid, Cytogenetics

## Abstract

**Background:**

Non-human primates, such as Rhesus macaques, are a powerful model for studies of the cellular and physiological effects of radiation, development of radiation biodosimetry, and for understanding the impact of radiation on human health. Here, we study the effects of 4 Gy total body irradiation (TBI) at the molecular level out to 28 days and at the cytogenetic level out to 56 days after exposure. We combine the global transcriptomic and proteomic responses in peripheral whole blood to assess the impact of acute TBI exposure at extended times post irradiation.

**Results:**

The overall mRNA response in the first week reflects a strong inflammatory reaction, infection response with neutrophil and platelet activation. At 1 week, cell cycle arrest and re-entry processes were enriched among mRNA changes, oncogene-induced senescence and MAPK signaling among the proteome changes. Influenza life cycle and infection pathways initiated earlier in mRNA and are reflected among the proteomic changes during the first week. Transcription factor proteins SRC, TGFβ and NFATC2 were immediately induced at 1 day after irradiation with increased transcriptional activity as predicted by mRNA changes persisting up to 1 week. Cell counts revealed a mild / moderate hematopoietic acute radiation syndrome (H-ARS) reaction to irradiation with expected lymphopenia, neutropenia and thrombocytopenia that resolved within 30 days. Measurements of micronuclei per binucleated cell levels in cytokinesis-blocked T-lymphocytes remained high in the range 0.27–0.33 up to 28 days and declined to 0.1 by day 56.

**Conclusions:**

Overall, we show that the TBI 4 Gy dose in NHPs induces many cellular changes that persist up to 1 month after exposure, consistent with damage, death, and repopulation of blood cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09230-7.

## Background

Exposure to radiation and its subsequent adverse health effects may impact many individuals, such as in the case of a dirty bomb explosion in a crowded city or a radiation accident [1]. The subsequent lethal effects of radiation for a few, but also the potential exposure to the larger proportion of the population, have driven the need to identify and validate radiation biomarkers over a range of physical and biological measurements, in both simple and complex exposure scenarios [2–6]. According to the FDA’s Animal Rule [7, 8], large animal models, such as non-human primates, are the closest to simulating the human response to radiation, as NHPs have similar tissue and organ structure with the added advantage of enabling sequential sampling during a relatively long lifespan [9]. Genetically, NHP are similar to humans, with 93% DNA sequence similarity [10, 11]. After exposure to radiation, NHPs display similar clinical, histological, and physiological symptoms to those in humans, which makes them most suitable for whole- and partial-body irradiation dose response studies [12, 13]. Many groups have extended the testing of candidate radiation biomarkers from different tissues/biofluids using the Rhesus macaque, *Macaca mulatta* and other Macaca species [12, 14–16]; and baboons [13, 17, 18]. In humans, most studies have focused on biofluids such as whole blood, serum or isolated PBMCs, but biofluids are also analyzed in in vivo models such as mice [19–22], dogs [23], and pigs [24]. This study was designed to elucidate the hematopoietic-acute radiation syndrome (H-ARS) response to a sub-lethal radiation dose in NHP to simulate the response of healthy humans to a similar dose. The lethal dose for Rhesus macaques is ~ 6.6 Gy (LD_50/60_) [24, 25] compared to the LD_50_ of 4.5 Gy in human [26].

A number of -omics studies from this NHP cohort and others are available in the literature including metabolomics and proteomics in urine and serum and organ systems [27–30]. A comprehensive tandem mass spectrometric (TMT) analysis and immunoassay based approach revealed radiation biomarkers up to day 7 in NHP [31] that were comparable to those in human radiotherapy patients [32]. Candidate miRNA biomarkers in plasma have also been identified in NHP up to 7 days after acute doses [33].

Cytogenetic analysis of radiation-induced chromosomal aberrations in peripheral blood lymphocytes (e.g., dicentrics, translocations, micronuclei) are widely accepted as biomarkers of exposure to ionizing radiation to assess and estimate the DNA damage [34]. The advantage of these cytogenetic endpoints is their long biological half-life making them suitable for retrospective biodosimetry analysis after radiation exposure [35]. In our earlier work, we showed the persistent expression of micronuclei in peripheral blood T-lymphocytes of Rhesus macaques, 8 months after a single 10 Gy whole thorax lung irradiation dose [16].

The objective of the current study was to identify and compare the induction and persistence of different radiation -omics and cytogenetic responses in NHP peripheral blood in vivo after a 4 Gy TBI exposure. We also compared complete blood cell counts (CBC) with Acute Radiation Syndrome (ARS) severity scores as reported in King et al., which are METREPOL (MEdical TREatment ProtocOLs for Radiation Accident Victims) human scores modified for H-ARS in NHP [5, 36, 37]. We used network analysis to connect multi-level information from mRNA and proteins in the time series and also report long-term cytogenetic DNA damage effects and recovery. The goal of our report is to link global genomic and proteomic responses, cytogenetic and blood sub-population changes indicative of acute ARS to understand the mechanisms underpinning H-ARS.

## Results

### Animal body weight and clinical observations

Mean body weight decreased in males following irradiation up to day 56; however, two males showed slightly decreased body weight up to day 7 while the other two males showed decreased body weights up to day 56. Similarly, a slight decrease in mean body weight was noted in females following irradiation up to day 7 (less than 2%). Most animals had sporadic days of decreased food appetence noted. One animal presented with severely decreased food appetence and signs of emesis mostly between days 12 and 20. Other clinical signs were considered incidental since they occurred across groups including the sham irradiated group, showed no relationship to irradiation in incidence or severity and were considered incidental. Following irradiation, serial sampling and processing was performed following the scheme in Fig. 1 (Supplementary Table 1 for details).

**Fig. 1:**
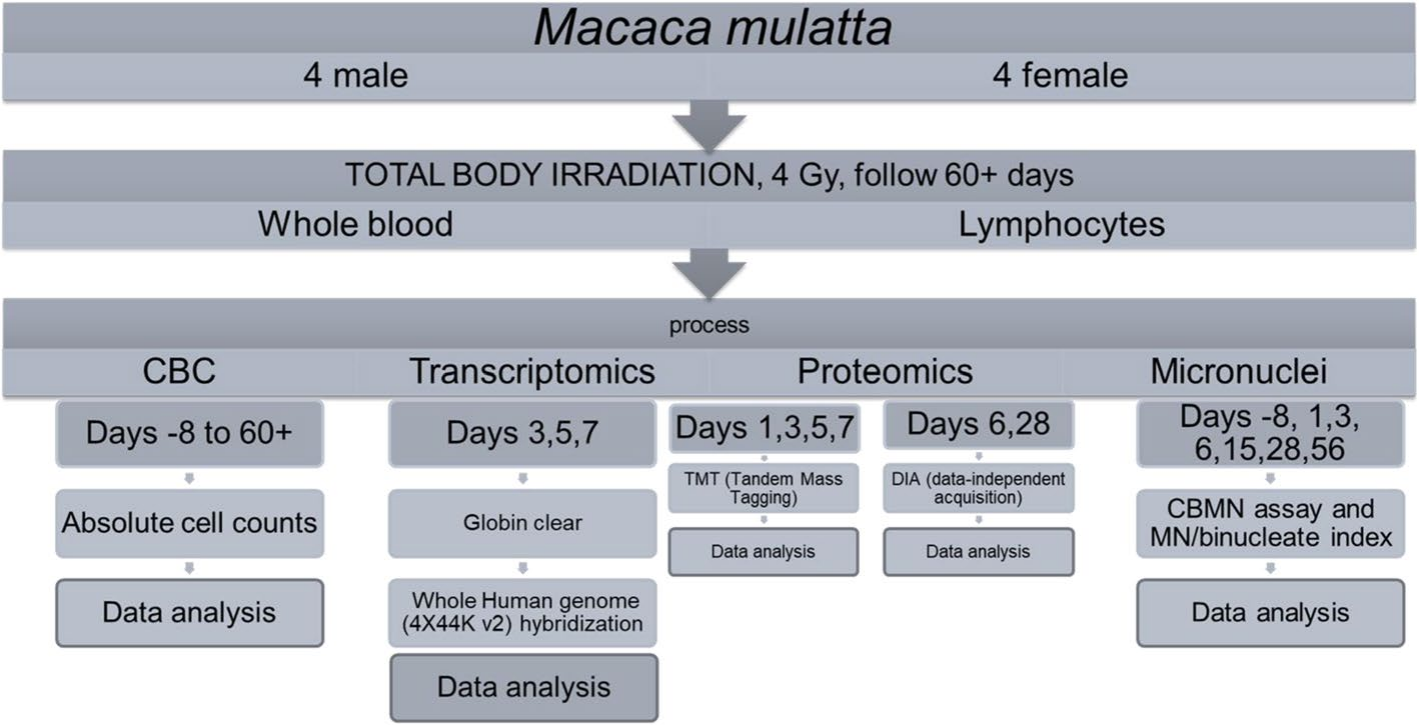
Study summary and scheme of sampling in the time course. Statistical cut offs for each endpoint are mentioned in the Materials and Methods section

### Hematology

Following whole body irradiation, hematology parameters of white blood cells (WBCs), neutrophils, lymphocytes, platelets, and red blood cells (RBCs) decreased, providing evidence of radiation-induced myelosuppression with pancytopenia in irradiated animals while hematology parameters were unaffected in sham animals throughout the study up to 56 days. Figure 2 shows the mean data for lymphocyte and neutrophil counts for all eight irradiated NHPs. The results show that overall leukocyte counts decreased immediately following irradiation, leading to significant cell loss/large drop in cell numbers observed at 3 days post irradiation that continued to gradually decrease and reach nadir values by day 18, then returned to baseline equivalent values by day 27. Lymphocyte counts declined drastically within 24 h post-radiation (-84.6% from pre-radiation levels), reaching the nadir within 7 days that lasted up to day 15 when levels began to recover close to baseline values by day 27. The severe lymphocytopenia initiated on day 1 was counterbalanced by an increase in neutrophil count. The marked increase in the mean neutrophil count noted on day 1, was ascribed to a stress formula with neutrophil demargination. Afterwards, neutrophil levels decreased rapidly reaching the lowest absolute neutrophil count by day 18, which recovered to baseline comparable values around day 24. Levels continued to increase up to day 35, followed by a slow decline to pre-irradiation levels by day 56. The mean duration of neutropenia was from days 13 to 28.

**Fig. 2:**
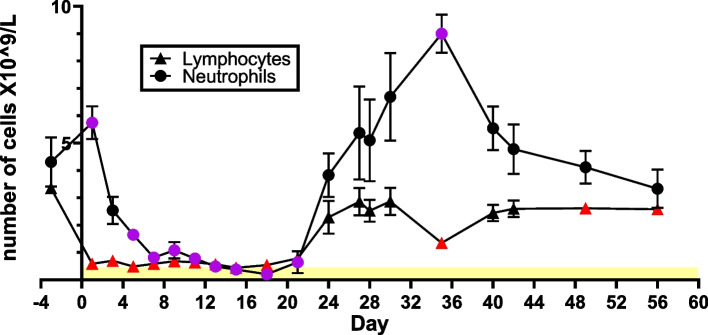
Mean absolute count (× 10^9^/L) of lymphocytes and neutrophils in NHP peripheral blood up to day 56 after TBI. Statistical analysis showed that measurements at certain time points were significantly different from pre-irradiated levels (paired t-tests, *p*-values < 0.05) and are indicated as colored points (red for lymphocytes, purple for neutrophils) in the graph. The yellow region at the bottom of the graph corresponds to severe lymphopenia and neutropenia [33]

The mean absolute count of monocytes, eosinophils, and basophils in the peripheral NHP blood samples are shown in Fig. 3. Although these leukocyte subtypes show a different response at the early time points after radiation exposure, all three cell types reach the nadir at around day 18. Notably, monocyte cell levels begin to rapidly increase on day 21, peaking on day 30 at levels almost double those of the pre-irradiation, whereas eosinophils show a late doubling on day 49. Monocytosis continues for a couple more weeks, highlighting an apparent immune response to inflammation and infection. *P*-values for the mean relative and absolute hematology cell counts can be found in Supplementary Table 2.

**Fig. 3:**
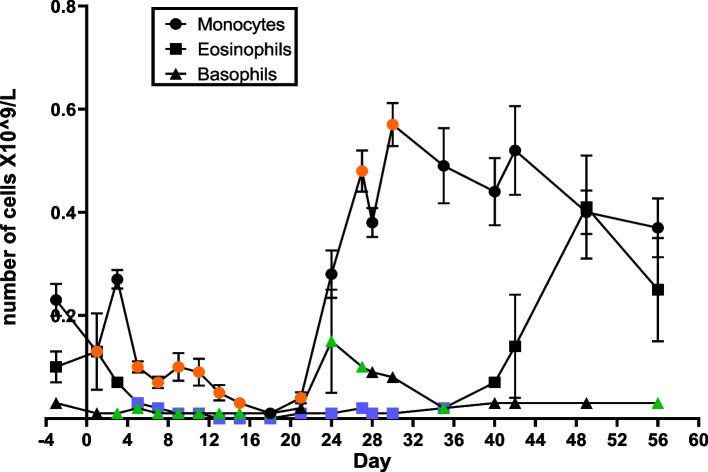
Mean absolute count (× 10^9^/L) of monocytes, eosinophils, and basophils in NHP peripheral blood after TBI. Statistical analysis showed that measurements at certain time points were significantly different from pre-irradiated levels (paired t-tests, *p*-values < 0.05) and are indicated as colored points (orange for monocytes, blue for eosinophils and green for basophils) in the graph

Due to their longer half-life compared to other blood cells, platelet counts started to decrease on day 9, reaching a nadir on day 15, followed by recovery close to baseline values on day 28. Erythrocytes also present relatively long half-lives; however, since there were extensive blood collections, the RBC levels started to decrease on day 3, with values that remained lower from days 15 to 30 and returned to baseline values around day 40, Fig. 4. The mean reticulocyte count began to decline the day after irradiation reaching nadir on day 5 and was followed by a compensatory increase up to approximately day 13, which is characteristic of the regenerative response to radiation-induced anemia. A second moderate decline in reticulocyte count was observed between days 15 and 21, which may have resulted from iron sequestration typically observed with inflammation (i.e., anemia or chronic inflammation), followed by an approximate threefold increase from baseline levels. Mean relative and absolute hematology cell counts measured in all the irradiated animals over the study period is presented in Supplementary Table 2.

**Fig. 4:**
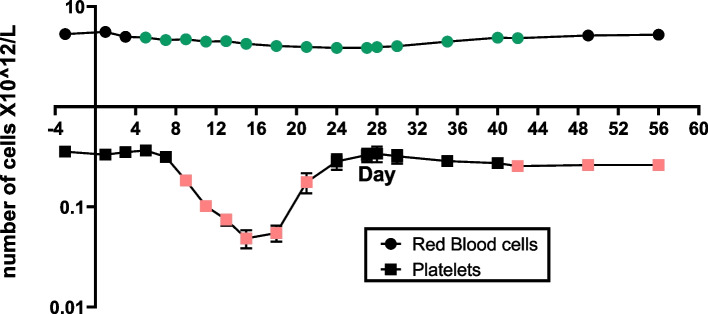
Mean absolute count (× 10^12^/L) of red blood cells and platelets in NHP peripheral blood after TBI. Statistical analysis showed that measurements at certain time points were significantly different from pre-irradiated levels (paired t-tests, *p*-values < 0.05) and are indicated as colored points (green for red blood cells and pink for platelets) in the graph

### Microarray analysis

Results of the global transcriptomic changes after irradiation with 4 Gy are summarized side-by-side with proteomics results in Table 1. 

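RNA from whole blood was hybridized to 24 one-colour (Cy3) Agilent arrays carrying rhesus probes: 7 arrays before irradiation, 4 at day 3, 6 at day 5 and 7 at day 7 after 4 Gy. The sample labels put the pre-irradiation blood at day 0 and name X-rays, whereas the paper puts it 3 days before irradiation and names 60Co gamma rays, and the paper's wording is used here. In the median array of each group 52.5% (pre-irradiation), 56.4% (day 3), 57.1% (day 5) and 57.6% (day 7) of the probes were well above background, and the number of arrays limits the precision. The authors' scanner software subtracted the local background and corrected gradients across the array, and the authors then took log2 and normalized to the median array. Here the log2 processed signal was normalized to the median array and the spots of each probe were averaged. Probes well above background on at least 4 of the 24 arrays were compared with the 7 pre-irradiation arrays by limma, each day in its own fit, at a two-sided Benjamini-Hochberg adjusted p under 0.005.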

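Of 27132 probes tested at day 3, 3651 changed (1474 higher, 2177 lower). Of 27138 probes tested at the later days, 4543 changed at day 5 (1942 higher, 2601 lower) and 2951 at day 7 (977 higher, 1974 lower). The alternative that moved the count most was the slide as a block at day 3, to 0 (limma, adjusted p under 0.005), the slide as a block in a fit of all groups, chosen after seeing the data, at day 5, to 42, and a normexp background correction at day 7, to 315. At day 3 the slide block rests on slide 4, where pre-irradiation replicate 5 is the only pre-irradiation array, so its count decides nothing. No slide holds both day 5 and pre-irradiation arrays, so the 42 at day 5 rests on arrays of other days that link them. The normexp background gave 139 at day 3 and 239 at day 5. Followed by quantile normalization, chosen after seeing the data, that background gave 3989 probes at day 3, 4712 at day 5 and 2424 at day 7. With the animal as a block 751 probes changed at day 3, 4170 at day 5 and 2327 at day 7. Leaving out the arrays of 1 animal number at a time gave 866 to 3536 probes at day 3, 2716 to 4316 at day 5 and 1673 to 2620 at day 7. Exchanging labels within animals gave as many probes in 1 of 64 ways at day 5 and at day 7, the real one, which excludes chance. At day 3 it was 1 of 16 ways, too few to exclude chance, and 1 of 100 regroupings drawn without regard to animals. None of these exchanges can exclude a difference between the 2 scan sessions at days 3 and 5. The arrays of both days were all scanned in session 2, and 6 of the 7 pre-irradiation arrays in session 1.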

Overlap between differentially expressed genes and proteins throughout the time course are also summarized in the Venn diagrams (Supplementary data Fig. 1). mRNA changes in whole blood cells affected a total of 5435 genes with 1148 genes in common at all time points. 

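Counting only probes with a gene symbol, 3106 genes changed on any day and 587 on all 3 days. With unnamed accessions counted as genes of their own, the counts were 5583 and 1045. The 1219 probes that changed on every day all kept 1 direction, 987 lower and 232 higher. Leaving out 1 animal number at a time gave 258 to 524 named genes on all 3 days and 1692 to 2962 on any day. The probes with the largest rises at day 3 were those of EDA2R (32.2-fold), CD5L (19.3-fold), P3H2 (at least 16.0-fold), SDC3 (at least 11.9-fold) and GP1BA (at least 9.79-fold). At day 7 they were those of EDA2R (43.1-fold), CA4 (32.3-fold), LCN2 (12.9-fold, not its brightest probe), TNFRSF10B (at least 10.4-fold) and LYVE1 (at least 6.03-fold). The EDA2R probe and this CD5L probe, also not its brightest, were well above background on only 1 of the 7 pre-irradiation arrays, so their folds are set largely by dim signal.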

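Of the named genes, 1187 changed at both day 3 and day 5, 950 at both day 5 and day 7, and 617 at both day 3 and day 7. With accessions counted, these were 2082, 1802 and 1090. A single day accounted for 601 named genes at day 3, 552 at day 5 and 373 at day 7. Between pairs of days, 600 genes changed at days 3 and 5 only, 363 at days 5 and 7 only and 30 at days 3 and 7 only.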

The overlap between time points was roughly half of all differentially regulated genes and there were 2133 genes in common between days 3 and 5, and 1869 between days 5 and 7. This suggests that even though a large number of genes were affected over the time course, these time points represent a continuum of radiation gene expression responses with specific signaling and mRNA changes observed at the time points selected.

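The paper counts genes shared between successive days and proposes from their number that the days form a continuum, with further changes particular to each day. All 3 days are compared with the same 7 pre-irradiation arrays, which alone makes the changes alike. Over all probes tested, the log2 changes correlated with r 0.867 between days 3 and 5, 0.813 between days 5 and 7 and 0.580 between days 3 and 7, correlations across genes, which are not independent samples. In 100 simulated draws, the arrays' residuals from their group means dealt at random to the groups, the mean r was 0.417, 0.460 and 0.406 and the highest 0.807, 0.768 and 0.749. Among as many top probes per day as were called, the named genes shared by all 3 days numbered 587, against a simulated mean of 244 and a highest of 628. Those shared by days 3 and 5 numbered 1187, above the simulated highest of 1140, and those shared by days 5 and 7 numbered 950, below its 1090. The simulated top probes were taken by rank, whether or not any would be called. The simulated overlaps thus do not show how many called genes the shared arrays alone would give.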

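Compared directly in limma, days 3 and 5 differed at 0 probes (2732 of 27132 at an unadjusted p under 0.05, and 1 probe with unmoderated variances). Days 5 and 7 differed at 2 probes, both lower at day 7, and days 3 and 7 at 2177 (948 higher, 1229 lower at day 7). Leaving out 1 animal number at a time gave 300 to 2134 probes between days 3 and 7 and 0 to 5 between days 5 and 7. The slides and scan sessions are shared unevenly between the days, and with the session as a block 25 probes differed between days 3 and 7. With the animal as a block, 16 probes differed between days 3 and 5, 3688 between days 3 and 7 and 492 between days 5 and 7.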

**Table 1:** Summary of molecular changes in blood of NHP after total body irradiation with 4 Gy

**Day**	**Transcripts** (% up)	**Proteins** (% up)
1	–	135 (55%)
3	3693 (46%)	86 (34%)
5	4296 (49%)	–
6	–	1978 (35%)^a^
7	3123 (38%)	781 (70%)
28	–	630 (21%)^a^

^a^2^nd^ batch of samples sent for proteomics analysis using DIA methodology

To understand the biological response playing out after irradiation, we further analyzed these gene lists using ontology tools in PANTHER database. The results of our analyses are listed (in Supplementary data table 3) and more focused REACTOME pathway analyses are shown in Fig. 5. The REACTOME database builds pathways based on prior knowledge from the literature and biological interactions between molecules, DNA, RNA, protein, and others [38]. It is a curated database of pathways and reactions in human biology and can be used for multi-omics analyses [39]. Reactions are considered as pathway ‘steps’ such as binding, activation, translocation, degradation, and classical biochemical events involving a catalyst. Information in the database is collated and curated and cross-referenced by expert biologists and editorial staff. We used the inferred orthologous reactions that are available for human data in place of *Macaca mulatta* data.

**Fig. 5:**
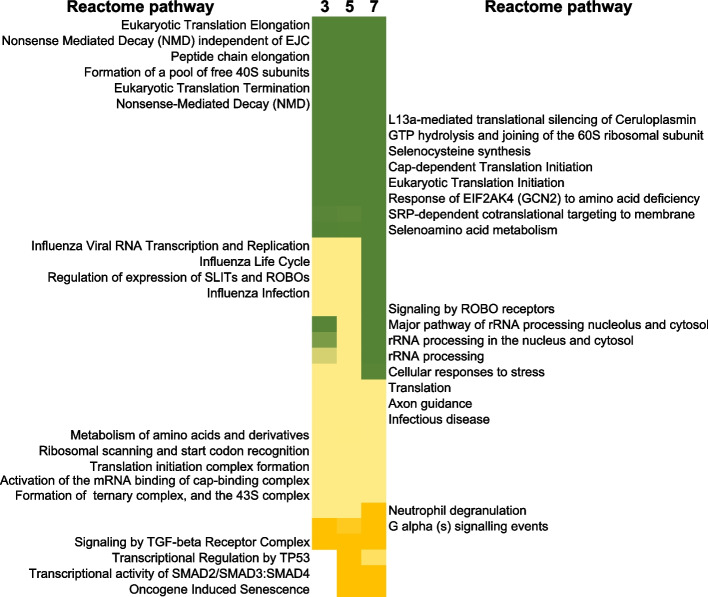
REACTOME analysis of mRNA changes up to 1 week. Using PANTHER gene expression analysis tool, selecting for Macaca mulatta organism, using the statistical overrepresentation test (Reactome pathways) and Macaca mulatta reference whole genome, then selecting Fisher’s exact test and Bonferroni correction for multiple testing, the REACTOME categories that passed the corrected Bonferroni *p*-value cut off of 0.05 are shown below. Next, we merged the list and used VLOOKUP in Microsoft excel to sort the Bonferroni *p*-values in ascending order at the 3 time points as shown. The color scale indicated the range of Bonferroni *p*-values from deep green (10^–36^) to yellow (10^–2^) for these pathways. Overlapping processes such as eukaryotic translation, influenza life cycle and infection, rRNA processing were affected at all time points up to 1 week at the mRNA level. Processes related to Oncogene induced senescence and SMAD regulation of transcriptional activity appeared only at day 5 to 7

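The 72 ribosomal protein genes tested stand here for translation, viral infection and rRNA processing, whose pathway terms largely share them. Their median log2 change was −1.06 at day 3, −1.12 at day 5 and −1.20 at day 7, and their mean lay below all 7 pre-irradiation arrays on 4 of 4, 6 of 6 and 7 of 7 arrays (camera adjusted p 7.43e-20, 8.5e-28 and 6.39e-39). Of the 72, 60, 63 and 66 changed in any of their probes, more than among other genes (two-sided Fisher's exact test, Bonferroni-adjusted p 8.22e-34, 2.63e-34 and 1.23e-51). RPS21 (log2 change −1.72), RPS7 (−1.70) and RPL5 (−1.53) changed most at day 3, and RPS27A (−1.81) and RPLP1 (−1.79) at day 7. The normexp background moved this most, to 0% of the list changed at day 3. Blocks for slide or scan session leave pre-irradiation replicate 5 alone to compare with day 3, so they cannot test it. Leaving out replicate 4 left 13.9% changed at day 3 and removed the call.

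**Figure D1:**
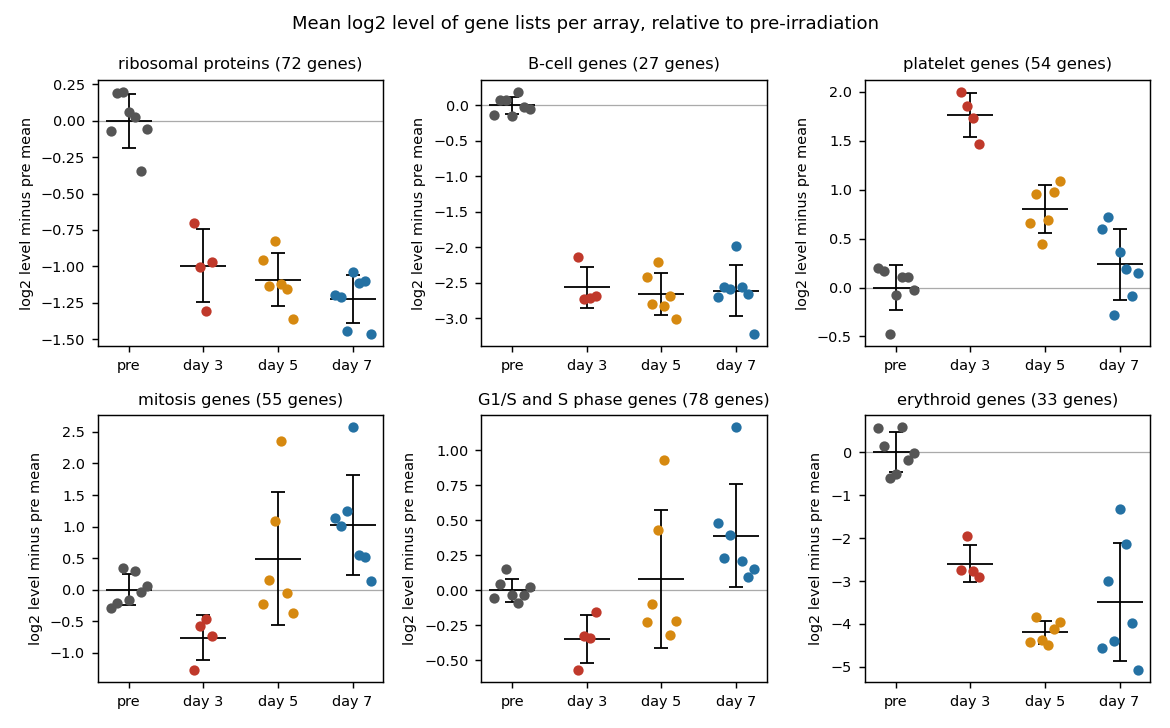
Mean log2 level of 6 gene lists on each array relative to the pre-irradiation mean. Points are arrays and black marks the mean and SD of each group.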

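Of 22 gene lists, camera called 17 changed in direction at day 3 (11 higher, 6 lower), 15 at day 5 (11 higher, 4 lower) and 10 at day 7 (7 higher, 3 lower). The same direction was called by fry for 16, 14 and 8 of them, by camera with estimated correlation for 3 on each day, and by exact permutation of list means, a test chosen after seeing the data, for 16, 14 and 8. The calls that fry did not share were interferon-stimulated genes at day 3, mitosis genes at day 5, and neutrophil granule and neutrophil surface genes at day 7. Among those that held with estimated correlation were B-cell genes on every day, platelet genes at day 3, erythroid genes at day 5 and ribosomal protein genes at day 7. For regrouped arrays the p were adjusted over the 22 lists of 1 day alone, which calls 17, 15 and 9 lists with the real labels. Exchanged labels within animals gave as many in 20 of 64 ways at day 5 and 41 of 64 at day 7. At day 3 it was 3 of 16 ways and 11 of 100 regroupings, so chance is not excluded for the number of lists on any day.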

Sorting the results of pathway analyses by time point and grouping significant pathways by day within the time course, resulted in 2 groups of signaling changes after radiation: 1) pathways affected consistently up to 1 week, shown in Fig. 5, and 2) pathways that were affected at 1 or 2 specific time points after radiation, listed in Fig. 6. There were no signaling pathways that were significantly changed at the earliest day 3 and latest day 7 (not at day 5), time points in these analyses. Of note among the pathways that were significantly affected at all time points after radiation were broad processes related to stress (Bonferroni *p*-value < 10^–14^), infectious disease (Bonferroni *p*-value < 10^–10^), processes related to ribosomal changes and translation of proteins (Bonferroni *p*-value < 10^–8^) and neutrophil degranulation (Bonferroni *p*-value < 10^–5^) at all time points. 

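Of 65 neutrophil granule genes tested, 15, 19 and 12 changed at days 3, 5 and 7, or 23.1%, 29.2% and 18.5% against 16.5%, 19.1% and 12.3% of other genes, and no day was called (Fisher's exact test, Bonferroni-adjusted p 1 on each day). As a list they were higher, with median log2 changes of 0.93, 0.68 and 0.58 and means above all pre-irradiation arrays on 3 of 4, 4 of 6 and 3 of 7 arrays (camera adjusted p 5.78e-05, 6.75e-05 and 0.00141).  The largest changes at day 3 were falls, in CRISP3 (at least 5.93-fold lower), CTSG (at least 4.23-fold lower) and PADI2 (log2 change −2.09). In the brightest probes, however, 11 genes were called higher and 3 lower at day 3. At day 7 the largest changes ran both ways, in LCN2 (3.05), S100A12 (2.65) and CTSG (−2.57).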

Among disease categories, influenza viral RNA transcription and regulation and life cycle were also significant (Bonferroni *p*-value < 10^–18^) at all times in the first week after irradiation. More focused pathways such as Gαsignaling events (Bonferroni *p*-value < 10^–3^) and TGFbeta receptor signaling (Bonferroni *p*-value < 10^–2^) were also persistently affected at all points in the gene expression measurements of this time course.

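Of 60 TGF-beta signaling genes tested, 19 changed at day 3, 21 at day 5 and 14 at day 7 (Fisher's exact test, Bonferroni-adjusted p 0.29, 0.289 and 1). Camera called no direction, with median log2 changes of −0.02, 0.05 and 0.09 (adjusted p 0.942, 0.974 and 0.942). The list was called lower at day 5 by fry (adjusted p 0.027), and at days 5 and 7 by exact permutation of list means, chosen after seeing the data (adjusted p 0.00744 and 0.00816). Its mean was −0.05, −0.12 and −0.15, opposite in sign to the median at days 5 and 7, and lay below all pre-irradiation arrays on 1 of 4, 5 of 6 and 5 of 7 arrays. The largest changes were in TFDP2 (log2 change −3.88 at day 3, −5.68 at day 5 and −4.95 at day 7) and E2F5 (at least 6.61-fold lower at day 3).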

**Fig. 6:**
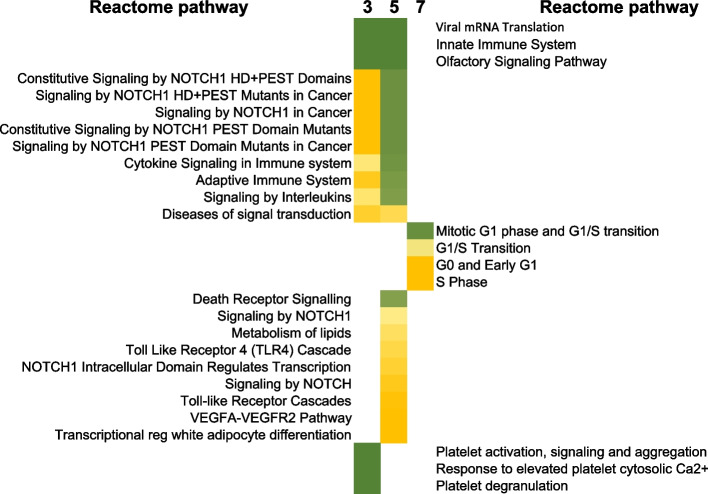
Reactome analysis of mRNA changes up to 1 week, pathways that were affected at specific times up to 1 week after radiation. Data analysis was performed as described for Fig. 4, however here we chose to sort processes that only were significant at the early time points, day 3 and 5, and then those that were only significant at only one time point. The color scale indicated the range of Bonferroni *p*-values from deep green (10^–36^) to yellow (10^–2^) for these pathways

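Between days the ribosomal protein genes moved little, by a median log2 difference of −0.12 from day 3 to day 5, −0.24 from day 3 to day 7 and −0.10 from day 5 to day 7 (camera adjusted p 0.0534, 0.0156 and 0.0613). Neither fry nor exact permutation of list means called any of the 3. Quantile normalization turned these differences to 0.10, 0.27 and 0.17. With the normexp background the list moved more, its medians against pre-irradiation being −1.04, −1.63 and −1.04 at days 3, 5 and 7. Over every normalization tried, the highest median change of the list against pre-irradiation on any day was −0.52.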

Overall, the changes that persisted at all time points within the first week after irradiation (group 1) are broad cellular changes, affecting neutrophil granulation, protein translation and ribosomal machinery changes. A more detailed investigation of the changes that were significant at one or 2 time points in the time course, paints a more complete picture of the evolving signaling over 1 week.

Starting with TP53 signaling at day 5 (Bonferroni *p*-value < 10^–3^) and continuing to day 7, the expected DNA damage response involving the ubiquitous transcriptional regulator TP53 was significant (Fig. 5). This was not observed at day 3. 

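None of the 3 SMAD transcripts was called on any day in its brightest probe. Their levels do not test the SMAD pathway, to which the p-value in the paper belongs. SMAD2 was 1.11-fold, 1.02-fold and 0.905-fold at days 3, 5 and 7 (adjusted p 0.384, 0.864 and 0.444), SMAD3 0.691-fold, 0.730-fold and 0.804-fold (0.0302, 0.0369 and 0.241) and SMAD4 0.871-fold, 0.951-fold and 0.856-fold (0.309, 0.697 and 0.224). At day 5, 0 of 6 arrays lay above all pre-irradiation arrays for SMAD2, 4 of 6 lay below them for SMAD3 and 2 of 6 above them for SMAD4. A second SMAD2 probe rose by log2 1.01 and a second SMAD3 probe changed by −1.26 at day 5, and both were called. The authors' normalized values hold only these second probes of SMAD2 and SMAD3, and with them SMAD2 changed by 1.06 at day 5 and by 1.09 at day 7.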

Further, transcription of SMADs 2,3 and 4 also began only at day 5 (Bonferroni *p*-value < 10^–2^), which could be a result of the earlier TGFbeta signaling seen at day 3. Surprisingly, oncogene induced senescence pathway was also significant starting at day 5 (Bonferroni *p*-value < 10^–2^) and persisting to 1 week. 

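Of 24 senescence genes tested, 6 changed at day 3, 11 at day 5 and 9 at day 7 (Fisher's exact test, Bonferroni-adjusted p 1, 0.174 and 0.098). The median log2 change was −0.16, 0.05 and 0.24 and the mean −0.19, −0.17 and −0.08, so that they differ in sign at days 5 and 7 (camera adjusted p 0.881, 0.691 and 0.320). The mean lay below all pre-irradiation arrays on 2 of 4, 3 of 6 and 3 of 7 arrays, and exact permutation of list means called the list lower at days 3 and 5 (adjusted p 0.0324 and 0.031). At day 5 TFDP2 and CDK4 (log2 change −2.20) fell and MDM2 (1.73) rose, and at day 7 CDK4 (−2.36) and CDKN2B (1.53) moved most beside TFDP2. Leaving out replicate 1 (41.7% changed), 3 (45.8%), 5 (54.2%) or 6 (45.8%) brought overrepresentation of oncogene-induced senescence genes at day 5, as leaving out replicate 5 did at day 7 (37.5%).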

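Of 49 NOTCH signaling genes tested, 14 changed at day 3 and 19 at day 5, and of 78 interleukin genes 20 and 23 (Fisher's exact test, Bonferroni-adjusted p 1 and 0.0968 for NOTCH, 1 and 1 for interleukins). The NOTCH list was higher by a median log2 of 0.37 and 0.27, with means above all pre-irradiation arrays on 3 of 4 and 3 of 6 arrays (camera adjusted p 0.0334 and 0.146). The direction of NOTCH signaling genes at day 3 was not called when replicate 1 was left out (median log2 0.30). The interleukin list was higher by 0.71 and 0.69 on 4 of 4 and 6 of 6 arrays (camera adjusted p 1.79e-06 and 1.71e-07). MYC (log2 change −2.56), HES5 (2.25) and RBX1 (−1.90) changed most among NOTCH genes at day 3, and CXCL10 (2.99), IL1B (1.97) and CISH (1.93) among interleukin genes at day 5. Interferon-stimulated genes were higher by 1.15 and 1.47, above all pre-irradiation arrays on 2 of 4 and 4 of 6 arrays (camera adjusted p 2.01e-05 and 8.25e-09).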

Other early response pathways that were significantly only up to day 5 involved NOTCH signaling (Bonferroni *p*-value < 10^–2^), innate and adaptive immune system (Bonferroni *p*-value < 10^–2^) and interleukin and cytokine signaling (Bonferroni *p*-value < 10^–3^). These broad processes were not significantly affected at day 7 in the time course.

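At day 7, 7 of the 49 NOTCH genes and 10 of the 78 interleukin genes changed (Fisher's exact test, Bonferroni-adjusted p 1 for both). The NOTCH median was 0.002 and its mean −0.08, below all pre-irradiation arrays on 2 of 7 arrays (camera adjusted p 0.942). The interleukin list was still higher by a median log2 of 0.37, above all pre-irradiation arrays on 6 of 7 arrays (camera adjusted p 0.00037). IL18RAP (log2 change 2.85), IL18R1 (at least 3.16-fold higher) and CISH (1.39) changed most in it. Between days 5 and 7 the interleukin median moved by −0.25 (camera adjusted p 0.00856), which fry did not call. Interferon-stimulated genes were at 0.43, above all pre-irradiation arrays on 2 of 7 arrays (camera adjusted p 0.0703).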

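At day 3, 37 of 54 platelet genes changed (Fisher's exact test, Bonferroni-adjusted p 1.6e-15), with a median log2 change of 1.74 and a mean above all pre-irradiation arrays on 4 of 4 arrays (camera adjusted p 3.73e-19). GP1BA (at least 9.79-fold higher), CLU (log2 change 3.41) and SELP (3.16) rose most. At days 5 and 7, 14 and 4 of the 54 changed (Bonferroni-adjusted p of Fisher's exact test 1 on both days). Blocking by slide or by scan session leaves pre-irradiation replicate 5 alone to compare with day 3, so it cannot test the day 3 call. Of 157 olfactory genes on the array only 9 were bright enough to test, and 1 of the 9 changed on each day. Their median log2 change was 0.90, −0.24 and −1.03 and their mean 0.48, −0.08 and −0.72, with 1 of 4 arrays above all pre-irradiation arrays at day 3 and 3 of 7 below them at day 7 (camera adjusted p 0.295, 0.942 and 0.297). Exact permutation of list means, chosen after seeing the data, called them lower at day 7 (adjusted p 0.0453). From day 3 to day 7 they moved by a median of −1.38, called by fry (adjusted p 0.0081) and exact permutation (0.0333) and not by camera (0.0628).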

Pathways that were significant only at 1 time point showed dramatically different biology, with platelet degranulation (Bonferroni *p*-value 10^–6^), platelet activation, signaling and aggregation (Bonferroni *p*-value < 10^–8^) and olfactory signaling (Bonferroni *p*-value < 10^–9^) at day 3. 

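Of 46 death receptor genes tested, 11 changed at day 3, 15 at day 5 and 6 at day 7 (Fisher's exact test, Bonferroni-adjusted p 1 on each day). The median log2 change was 0.35, 0.26 and 0.09, with means above all pre-irradiation arrays on 4 of 4, 6 of 6 and 6 of 7 arrays (camera adjusted p 0.00334, 0.00122 and 0.0852). At day 5 the largest changes after TNFRSF10B were USP2 (log2 change −2.18) and FAS (1.62). Leaving out replicate 3 brought a call of direction at day 7, at a median of 0.16. Exact permutation of list means called the list higher at day 7 too (adjusted p 0.0375).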

Day 5 specific signaling processes were death receptor signaling (Bonferroni *p*-value < 10^–4^), metabolism of lipids (Bonferroni *p*-value < 10^–3^) and NOTCH signaling (Bonferroni *p*-value < 10^–2^). 

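At day 7, 9 of 55 mitosis genes and 19 of 78 G1/S and S phase genes changed, 16.4% and 24.4% against 12.3% and 12.2% of other genes, and neither was called (Fisher's exact test, Bonferroni-adjusted p 1 and 0.189). As lists both were higher, by a median log2 of 1.03 and 0.47, above all pre-irradiation arrays on 6 of 7 and 5 of 7 arrays (camera adjusted p 1.42e-11 and 1.76e-05). Leaving out replicate 1 (19.2% changed), 2 (20.5%) or 7 (20.5%) brought overrepresentation of G1/S and S phase genes at day 7. At day 3 both were lower, by −0.71 and −0.43, with 4 of 4 arrays below all pre-irradiation arrays (camera adjusted p 6.12e-06 and 0.00259). At day 5 the mitosis median was 0.47, on 2 of 6 arrays above them (camera adjusted p 0.00656), and the G1/S median 0.11 (0.465). Without replicate 4 the day 5 mitosis median was 0.04 and not called. MKI67 (log2 change 2.23), KIF4A (2.01) and FOXM1 (1.86) rose most among mitosis genes at day 7, each on 7 of 7 arrays.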

Most interestingly, the processes and pathways significant only at day 7 were those related to mitosis, G1/S transition, G0 and early G1 (Bonferroni *p*-value < 10^–2^), indicating a strong cell cycle phase response.

### Proteomics analysis

Results of the global proteomic changes after irradiation with 4 Gy are summarized in Table 1. Protein changes in PBMCs affected a total of 2763 proteins with 2 proteins in common at all time points (Supplementary Fig. 1). The lack of overlap in proteins across the 4-week time course was likely driven by low yields at day 3 with only 86 proteins detected as differentially regulated. The 6-day time point in this analysis gave the most unique set of proteins with 1379 proteins not changed at any other point in the time course, roughly half of all proteins changed. In order to understand the biological response playing out after irradiation, we further analyzed these lists of proteins using ontology tools in PANTHER database. The results of our analyses are listed (in Supplementary data table 4) and more focused REACTOME pathway analyses are shown in Figs. 7 and 8 below.

**Fig. 7:**
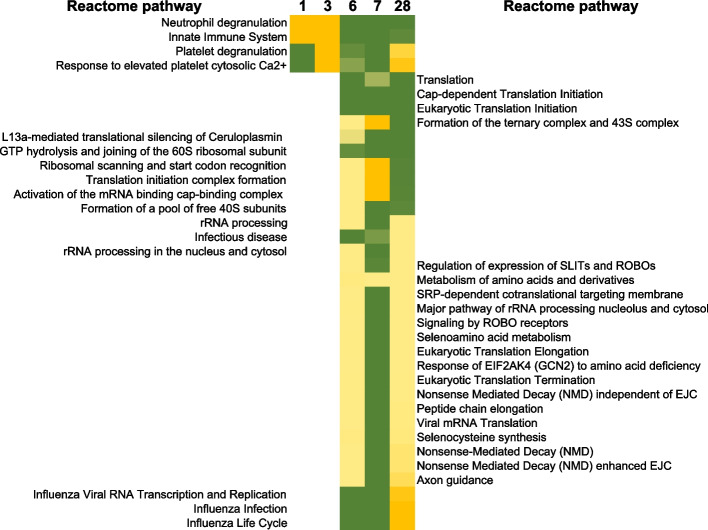
REACTOME analysis of protein changes up to 28 days after TBI. Using PANTHER gene expression analysis tool, selecting for Macaca mulatta organism, using the statistical overrepresentation test (Reactome pathways) and Macaca mulatta reference whole genome, then selecting Fisher’s exact test and Bonferroni correction for multiple testing, the REACTOME categories that passed the corrected Bonferroni *p*-value cut off of 0.05 are shown below. Next, we merged the list and used VLOOKUP in Microsoft excel to sort the Bonferroni *p*-values in ascending order at the 3 time points as shown. The color scale indicated the range of Bonferroni *p*-values from deep green (10^–36^) to yellow (10^–2^) for these pathways. Processes related to immune system, platelet and neutrophil degranulation were significant at all times at the protein level. The lower part of the heatmap are processes that were significant starting at day 6 and then also at the latest 28-day time point

**Fig. 8:**
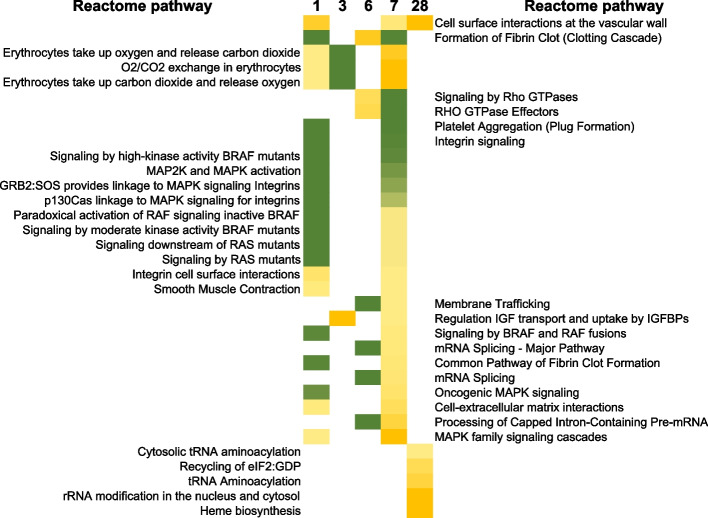
REACTOME analysis of protein changes up to 28 days after TBI. Data analysis was performed as described for Fig. 6, however here we chose to sort processes that were mostly significant within 1 week after TBI. The color scale indicated the range of Bonferroni *p*-values from deep green (10^–36^) to yellow (10^–2^) for these pathways

As explained previously with transcript analysis, the REACTOME database allows us to identify and sort pathways by time point, and we grouped significant pathways by day within the time course, resulting in 4 groups of signaling changes after radiation: 1) pathways affected consistently up to 4 weeks; 2) pathways that were unaffected at the early time points days 1 and 3, but started responding at day 6 and then at day 28; 3) pathways that were affected at multiple time points within the first 1 week; and finally group 4) that were affected only at 1 specific time point after radiation, listed in Supplementary data table 5.

Group 1 consisted of very broad categories of biological changes in neutrophil degranulation (Bonferroni *p*-value < 10^–2^), platelet degranulation (Bonferroni *p*-value < 10^–2^), platelet response to Ca^2+^ (Bonferroni *p*-value < 10^–2^), Fig. 7.

Group 2, consisted of pathways that only started responding at day 6 onwards consistently to day 28, and these were cellular activities involving protein translation (Bonferroni *p*-value < 10^–12^), rRNA processing (Bonferroni *p*-value < 10^–6^), amino acid metabolism (Bonferroni *p*-value < 10^–6^) and eukaryotic translation elongation and termination (Bonferroni *p*-value < 10^–5^). Disease specific pathways related to influenza infection and life cycle (Bonferroni *p*-value < 10^–3^) and broader cellular response to stress (Bonferroni *p*-value < 10^–3^) were also significant within this time period starting at ~ 1 week. Next in group 3, were pathways that were activated at multiple time points within the first week, these were erythrocyte uptake of O_2_ and release of CO_2_ (Bonferroni *p*-value < 10^–2^), platelet aggregation (Bonferroni *p*-value < 10^–8^), MAPK and MAP2K signaling (Bonferroni *p*-value < 10^–6^) and fibrin clot formation (Bonferroni *p*-value < 10^–4^). These pathways were not significant at the latest 28-day time point, Fig. 8.

Finally, group 4, that consists of pathways that appear to be time specific starting at day 1, were RAF/MAP kinase signaling (Bonferroni *p*-value < 10^–5^), MAPK1/MAPK3 signaling (*p*-value < 10^–5^) and FLT3 signaling (Bonferroni *p*-value < 10^–5^). At day 3, there were only two pathways, TLR signaling (Bonferroni *p*-value < 10^–3^) and amyloid fiber signaling (Bonferroni *p*-value < 10^–2^). The lack of information at this time may be due to few proteins significantly changed at this time point. At day 6, the number of unique processes were higher in number due to the increased number of differentially regulated proteins, with mRNA splicing (Bonferroni *p*-value < 10^–10^), mature mRNA transport (Bonferroni *p*-value < 10^–14^), mitochondrial translation (*p*-value < 10^–8^), and SUMOylation of proteins (Bonferroni *p*-value < 10^–6^) as significant cellular functions affected at this time. At the same day 6, a different set of pathways related to HIV life cycle (Bonferroni *p*-value < 10^–9^), viral RNA synthesis (Bonferroni *p*-value < 10^–8^), rev protein import (Bonferroni *p*-value < 10^–7^), HCMV early events (Bonferroni *p*-value < 10^–6^) and anti-viral IFN stimulated genes (Bonferroni *p*-value < 10^–6^) were significantly changed. G2/M transition (Bonferroni *p*-value < 10^–3^), metaphase and anaphase proteins (Bonferroni *p*-value < 10^–2^) and RNA polymerase II transcription (Bonferroni *p*-value < 10^–2^) were significant. Surprisingly, pathways only significant at day 7 were different from day 6 with receptor tyrosine kinases (Bonferroni *p*-value < 10^–8^), phagocytic cup formation (Bonferroni *p*-value < 10^–4^), VEGFA-VEGFR2 interactions (Bonferroni *p*-value < 10^–3^), and GLUT4 translocation to the plasma membrane (Bonferroni *p*-value < 10^–2^) affected at the 1-week point. Finally, pathways that were only affected at 4 weeks after irradiation, were related to tRNA aminoacylation (Bonferroni *p*-value < 10^–5^), rRNA modification (Bonferroni *p*-value < 10^–2^) and heme biosynthesis (Bonferroni *p*-value < 10^–2^) (see full list with Bonferroni *p*-values in Supplementary data file 4).

### Merging mRNA and protein results

We first looked at overlap between mRNA and protein measurements at 3 and 7 days after irradiation for which we had both mRNA and protein -omic data. 

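Of 87 proteins listed for day 3, 58 had a tested probe and 20 of these a changed transcript; for day 7 the numbers were 782, 560 and 104. At day 3, 13 of the 20 moved the same way in both (3 higher, 10 lower), against 11.2 expected when directions are paired at random (permutation p 0.613, n 20). At day 7, 47 of 104 did (11 higher, 36 lower), against 43.5 expected (permutation p 0.397), and in 53 the protein was higher and the transcript lower. Leaving out 1 animal number gave 9 to 18 shared names at day 3. Treating the animal as a block gave 11.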

At 3 days there were 20 mRNAs and proteins in common (between 3693 mRNA and 86 proteins), and 105 at 7 days (between 3123 mRNA and 781 proteins). These common molecules are listed in Supplementary data file 5 as a Venn diagram and list of common molecules. We also analyzed these lists of mRNAs and proteins using PANTHER gene ontology based on biological processes and enrichment using Bonferroni correction for multiple tests [40]. Figure 9 shows the overlap of significant biological processes at 3 and 7 days at both mRNA and protein levels, with 3 in common at 3 days and 24 in common at 7 days after irradiation. These common processes were related to immune system, response to bacteria and external stimuli at the 3-day point. The common processes at 7 days were related to cellular and nitrogen metabolic processes and stress response at both mRNA and protein levels, suggesting a shift in the molecular landscape between the time points.

**Fig. 9:**
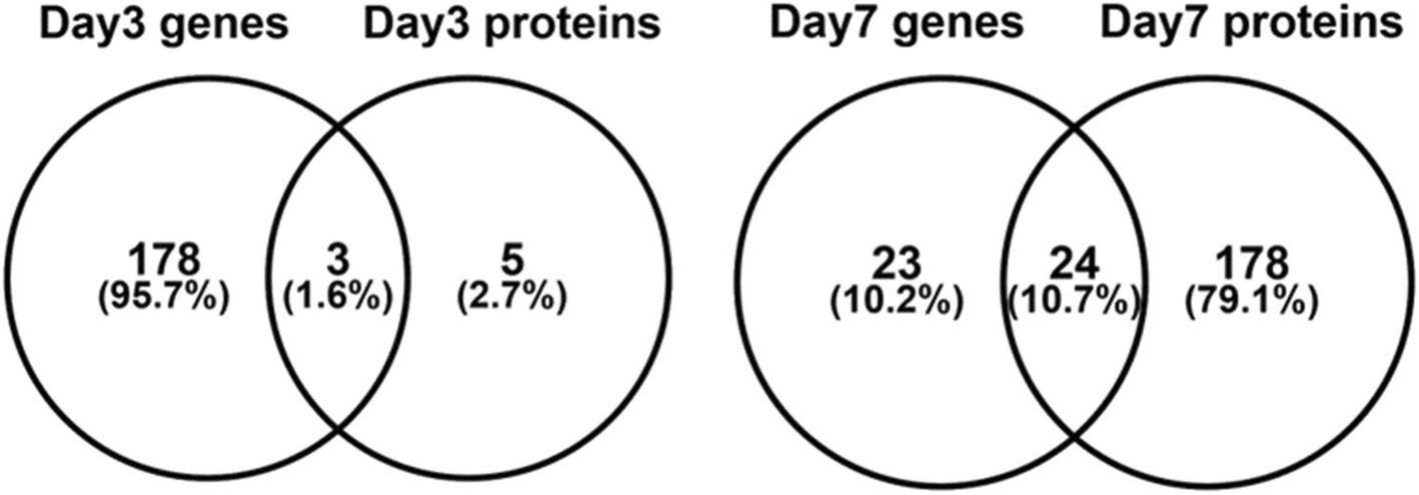
Overlap of enriched biological processes using gene ontology from the significantly regulated transcripts and protein at days 3 and 7 for which we had multi-omic datasets. There were some common biological processes at both time points but also unique processes suggesting differences in kinetics of the two types of molecular targets measured at the same time point

We also attempted to correlate mRNA and proteins with time across the 1-week time course, and this analysis revealed that few genes such as *FAU, HBB, RPS14, FBL, EPB42, BLVRB, SNCA, RPS24, SLC16A1* and *AQP1* were seen to correlate negatively with time (< 7 days, *R* < -0.5); and *PTMS* and *AHSP* both mRNA and proteins also were consistently downregulated in the first one week (*R* < -0.5). 

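Across all 24 arrays the level of each of the 12 genes correlated negatively with time, from r −0.91 (FAU, permutation p 1e-05) to −0.67 (FBL, permutation p 0.00042), with an adjusted p of at most 0.00042 when adjusted over the list alone and of 0.00147 when days were permuted within animals. The paper chose these genes by this correlation in the same samples, so it is not independent evidence. Spearman's rho ran from −0.80 (FAU, permutation p 1e-05) to −0.51 (SLC16A1, permutation p 0.0127), and without the 2 arrays farthest from the median time r ran from −0.89 to −0.62. Among the 17 irradiated arrays alone, r ran from −0.57 (FAU) to 0.24 (SLC16A1) and was negative for 10 of 12. There 0 genes reached an adjusted p under 0.05 over these genes alone, by permutation within animals and over all arrays, and 1 of 12 reached an unadjusted p under 0.05. Quantile normalization moved the FBL value most, to −0.28. PTMS had a second probe, which rose by log2 0.24, 0.22 and 0.57 and was not called. HBB changed by −1.15 at day 3 (adjusted p 0.00542, not called), with its probe saturated on 5 of the 7 pre-irradiation arrays.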

Attempts to predict upstream regulators of transcription of these mRNA and correlations with protein changes revealed no common factors (Supplementary table 6, second tab).

Using network and pathway analysis tools in Ingenuity Pathway Analysis explorer program [41] we aligned the data from mRNA and protein -omic analysis by day and proceeded to analyze activation and inhibition of well-known pathways across the 1-month time course (in a total of 8 gene and protein lists of differentially expressed molecules). The top activated and inhibited pathways by z-score are shown in Fig. 10A. 

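Of 45 acute phase genes tested, 15 changed at day 3, 17 at day 5 and 6 at day 7 (Fisher's exact test, Bonferroni-adjusted p 0.482, 0.234 and 1). The median log2 change was 0.50, 0.36 and 0.16, with means above all pre-irradiation arrays on 4 of 4, 6 of 6 and 2 of 7 arrays (camera adjusted p 0.000805, 0.00438 and 0.352). Between days 3 and 7 the median moved by −0.63 (camera adjusted p 0.00381). Leaving out replicate 6 brought overrepresentation of acute phase response genes at day 3 (35.6%). Overrepresentation of acute phase response genes at day 5 came with leaving out replicate 6 (44.4%) or 5 (42.2%).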

The top pathway across all times regardless of mRNA or protein activation was the acute phase response signaling pathway. The range of z-scores for this pathway was between 2 and 4, suggesting strong activation of this response. The pathway with strongest inhibition across the time course was PTEN signaling, with z-scores between -1 and -3. Other signaling pathways that were significantly activated at the earliest times between 1 and 3 days were actin cytoskeleton signaling, glycoprotein 6 (collagen receptor) signaling and integrin signaling pathways. Among the strongly inhibited pathways were RhoGDI, PPAR and NER signaling pathways. A closer and more detailed view of the network of transcriptional and protein changes at the earliest common time point for activation of the top activated pathway: acute phase response signaling at day 3 is shown in Fig. 10B, where the central players in the network of molecules are shown in the center of the radial network. These are STAT3, IL1B, TNFRSF1B, TNF family and IL1/IL6/TNF family of activation molecules. 

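Over all genes the paper names and the arrays test, 41 in number, 19 changed at day 3, 21 at day 5 and 16 at day 7 when adjusted over all probes, and 25, 21 and 17 when adjusted over the list alone. Neither count is independent evidence, as the paper chose these genes on the same samples. IL1B was 4.62-fold at day 3 (adjusted p 0.0021, 4 of 4 arrays above all pre-irradiation arrays), 3.92-fold at day 5 (0.000158, 6 of 6) and 1.72-fold at day 7 (0.122, 4 of 7). STAT3 was 2.03-fold (0.00212, 4 of 4), 1.77-fold (0.00425, 5 of 6) and 0.877-fold (0.75). TNF was 2.17-fold (0.00296, 4 of 4), 1.99-fold (0.00162, 5 of 6) and 1.37-fold (0.0626, 4 of 7). Without replicate 1, none of the 3 was called at day 3. TNFRSF1B was 1.40-fold at day 3 (0.0522, 3 of 4), while a second probe rose by log2 1.75 at day 3 and 1.46 at day 5 and was called. The single IL6 probe was well above background on at most 2 arrays of a group and was not tested.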

The network on the left is overlaid with mRNA level changes, shades of red indicating increased mRNA levels compared with unirradiated controls. As can be seen in the transcripts network at 3 days, a large number of downstream transcriptional targets are up regulated in addition to the central activators in this pathway. 

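Among the 15 acute phase genes changed at day 3, FGB was at least 10.2-fold lower (adjusted p 3.53e-06, 4 of 4 arrays below all pre-irradiation arrays), while A2M (log2 change 3.08) and VWF (3.04) were higher. At day 5 FGB was at least 10.4-fold lower and SERPING1 (3.46) and FTL (−2.33) followed, and at day 7 FGB was at least 8.70-fold lower, FTL changed by −2.09 and JAK1 by 1.10. CRP, SAA4 and CP were too dim to be tested, and HP and FGA have no probe on the array.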

On the right, in the protein network, with the same outline structure, the predicted activation levels can be seen in the center players (indicated by orange-colored nodes), and these are surrounded by the same molecules as the network on the left, except that the nodes are colored using the protein expression information. On the circumference most of the nodes are activated with some of these also expressed at higher protein levels in irradiated cells compared with controls. Overall, this network analysis displays a more granular view of some of the central players in the acute phase response, that contribute to the strong activation scores for this pathway at day 3.

**Fig. 10:**
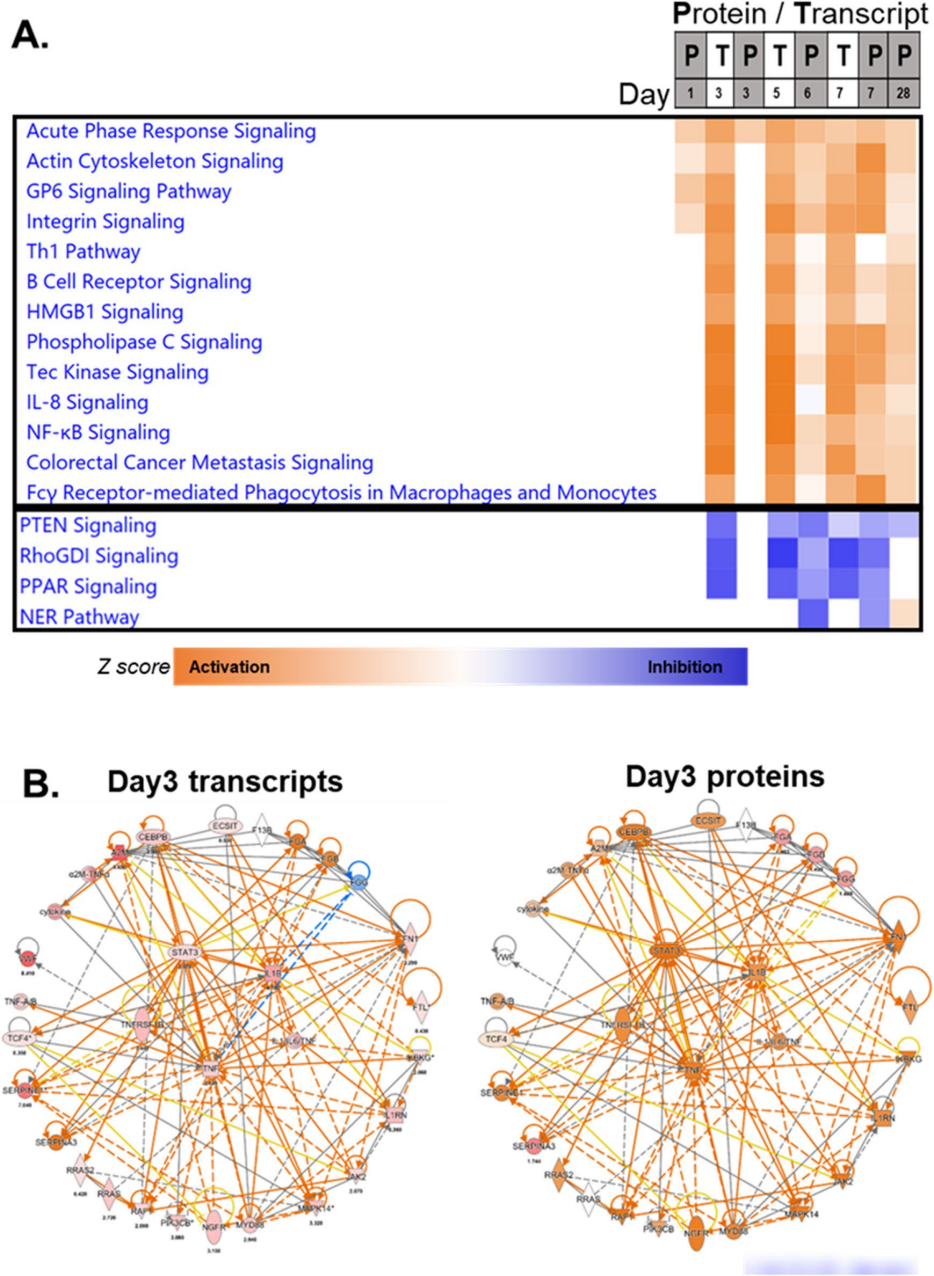
Ingenuity pathway analysis (IPA) of all transcriptional and proteomics changes in chronological order. **A** Heatmap of top IPA pathways that were activated (orange cells in heatmap on the right-hand side represent positive z scores) or inhibited (blue cells in heatmap on the right-hand side represent negative z scores) in both -omics analysis and across the 28-day time course are shown (range between -4.796 to 6.091). Acute phase response signaling pathway was the only biological response that was predicted to be activated at all times and at both transcript and protein levels. **B** Network analysis of molecules in acute phase response signaling network. In the center of the radial circle are known radiation response transcription regulators and molecules (nodes) on the circumference of the circle are predicted targets. The colors of the nodes depict up regulation (shades of red) or no change (blank node) at the transcript (left) and protein (right) level at 3 days after irradiation. Orange and blue nodes indicate no change at the transcript or protein level itself, however, the color indicates potential activation (orange) or inhibition (blue) of the regulator. Many of the up-regulated transcripts in the network on the left, are also ‘activated’ at the protein level on day 3 as shown in the network on the right

We also used the -omic information to better understand potential activation/inhibition of transcriptional regulation between protein regulators and mRNA targets. Again, here we aligned all 8 lists of significantly regulated mRNA and proteins across the time course and analyzed potential upstream regulation for these molecules. 

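NF-kB and Toll-like receptor genes, 47 tested, were higher by a median log2 of 0.32 at day 3, 0.34 at day 5 and 0.17 at day 7, with means above all pre-irradiation arrays on 4 of 4, 6 of 6 and 4 of 7 arrays (camera adjusted p 0.00771, 0.000905 and 0.137). Of the subunit transcripts, NFKB1 was 1.16-fold, 1.12-fold and 1.16-fold (adjusted p 0.360, 0.418 and 0.383; above all pre-irradiation arrays on 1 of 4, 2 of 6 and 2 of 7). RELA was 1.48-fold, 1.28-fold and 0.959-fold (0.02, 0.0473 and 0.804; 4 of 4, 4 of 6 and 0 of 7). Neither was called. SP1 has no probe on the array.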

Prediction of the activation state of these upstream regulators is shown in Fig. 11A, as a heatmap with top activated regulators such as NFK®B SP1, and STAT3, which are known to be involved in radiation response. Inhibited regulators are also shown in the lower block in Fig. 11A, such as HDAC3, IRF4 and ZFP36. 

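Neither the HDAC3 nor the IRF4 transcript was called. HDAC3 was 0.989-fold, 0.948-fold and 1.07-fold at days 3, 5 and 7 (adjusted p 0.954, 0.778 and 0.708; below all pre-irradiation arrays on 0 arrays of any day) and IRF4 0.749-fold, 1.09-fold and 1.69-fold (0.372, 0.780 and 0.0858; below on 0 arrays). ZFP36 was higher, 1.99-fold (0.00828, 3 of 4 arrays above all pre-irradiation arrays), 1.81-fold (0.00141, 6 of 6) and 1.12-fold (0.530, 0 of 7), and was called at day 5. It was also called at day 3 when replicate 6 was left out.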

We queried the results of the upstream analysis approach to identify proteins that showed significant changes after irradiation at the earliest time point (1 day after irradiation), that were also predicted to be activated. We then looked for signs of this activity in the observed mRNA changes up to 1 week. 

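At the transcript level SRC was 3.36-fold at day 3 (adjusted p 0.00147, 4 of 4 arrays above all pre-irradiation arrays), 1.72-fold at day 5 (0.0439, 3 of 6) and 1.21-fold at day 7 (0.428, 1 of 7). Without replicate 1, SRC was not called at day 3. TGFB1 was 1.67-fold at day 3 (0.0134, 3 of 4), not called, while further probes of it rose by log2 0.90 and 1.57 and were called.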

Seen in Fig. 11B, are z-scores of predicted transcriptional activations for 4 proteins (SRC, TGFB, NFATC2 and FN1), all up regulated at the protein level at day 1. The results show that at least for some of the earliest protein level changes (at 1 day after irradiation), there were correlating transcriptional activations reflected at later times in differentially regulated mRNA as would be expected. 

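NFATC2 was 0.620-fold, 0.692-fold and 1.04-fold at days 3, 5 and 7 (adjusted p 0.0283, 0.0172 and 0.899; below all pre-irradiation arrays on 3 of 4, 4 of 6 and 1 of 7). FN1 was 0.958-fold, 1.53-fold and 2.75-fold (0.911, 0.151 and 0.0105; above them on 1 of 4, 5 of 6 and 6 of 7), and neither was called. A second FN1 probe rose by log2 1.16 at day 3 and was called. No arrays from day 1 were used here.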

The difference in z-score profiles over time may reflect the different kinetics of activity of these proteins.

**Fig. 11:**
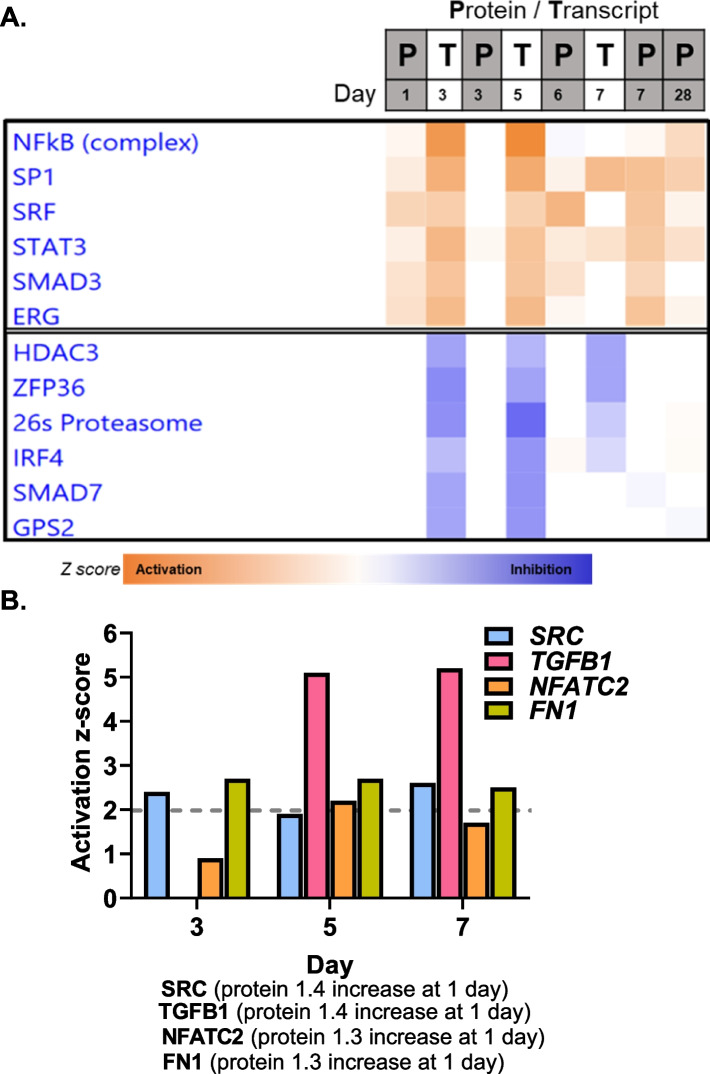
Ingenuity pathway analysis of upstream transcriptional regulators of -omic changes in chronological order. **A** Heatmap of top IPA upstream transcriptional regulators that were activated (orange cells in the heatmap, representing positive z-scores) or inhibited (blue cells in the heatmap, representing negative z-scores) in both transcriptomic and proteomic measurement are shown. Expectedly, NFκB and STAT3 are potentially activated after radiation exposure, with inhibition of HDAC3 and the 26s proteasome. **B** Differential protein changes at day 1 (proteomics) compared with predicted transcriptional activity as measured by z-scores (range between -6.102 to 9.304) at following days (transcriptomic predictions) are shown. Regulators such as SRC, TGFbeta, NFATC2 and FN1 are increased at the protein level as well as predicted to be activated up to 1 week later by transcriptional changes

### Micronuclei Frequency in peripheral blood lymphocytes

Figure 12 shows the time course for micronuclei per binucleate (MN/BN) levels in the peripheral blood NHP lymphocytes measured up to 56 days after 4 Gy TBI exposure. The number of BN cells and MN levels for each individual NHP across the study time points can be found in Supplementary Table 7. The data show that the largest MN/BN values ( 0.497) were observed at day 3, followed by a rapid dip at day 6 ( 0.308). Overall, MN/BN yields remained elevated in the range 0.273–0.327 up to 28 days and declined to 0.1 MN/BN by day 56. The data were fitted (dashed line in Fig. 12) using a non-linear time course model (Eq. 1) based on the best-fit parameter values shown in Supplementary Table 7. A comparison of the MN/BN proportions at day -8 (pre-irradiation) vs day 56 showed that for five of the irradiated animals (2001, 2002, 2003 and 2501, 2503) there was a persistent expression of MN yields that was significantly (*p* < 0.05) elevated above non-irradiated baseline levels. In all cases, there was a significant difference (*p* < 0.005) in blood samples collected with heparin or ETDA, where seven of the NHPs (except male 2001) showed increased MN/BN levels in heparin-treated samples.

**Fig. 12:**
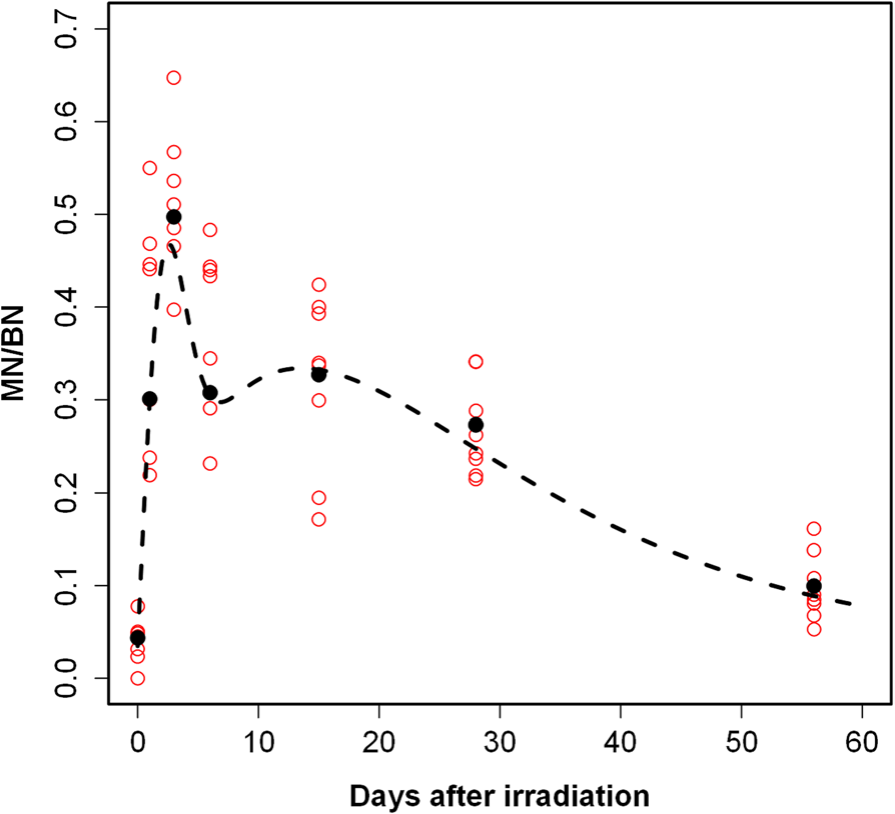
Time dependence of micronuclei in NHP lymphocytes after 4 Gy TBI. The MN/BN for each individual animal up to day 56 were fitted using a nonlinear regression model (black dashed line derived from Eq. 1). The five best-fit parameter values shown in Supplementary Table 8. The global mean for the observed MN/BN levels at each specific time point is include

Overall, the total observed binucleate cell counts in the day 1 samples were 50% less than those measured in the day 3 samples. We speculate that this could be due to a stress-like signaling response in vivo that has reduced the effectiveness of mitogen stimulation in vitro. The reduced number of total BN cells on day 15 that significantly increases by day 28 correlates with the hematology recovery of the blood lymphocyte population. A comparison of observed and model-predicted (fitted) MN/BN values is provided in Supplementary Table 7. It indicates a good correlation between the observed and predicted mean MN/BN values. A mixed-effects version of the model, with random effects for the baseline parameter C, was not very different from the fixed effects version (Eq. 1). The random effects standard deviation for parameter C was very small, only 7.34 × 10^–7^, suggesting that inter-individual variability in baseline MN/BN values did not have a big impact on model predictions. More complicated mixed effects model structures with random effects for other parameters (e.g., Kprod, P) could not be fitted reliably to the available data set. These results suggest that the simple fixed effects model (Eq. 1) had reasonable performance in describing the main data trends over time after irradiation (Fig. 1).

## Discussion

This study was part of a larger multi-site study performed by SRI/CRL, from which 2 groups at Center for Radiological Research at Columbia University Irving Medical Center (NY) received whole blood. Samples/biofluids were distributed to different sites to perform various endpoint analyses to analyze the long-term effects of total body irradiation, extending to weeks after 4 Gy TBI exposure, some of which are already available in the literature [27, 42–44]. Long term studies in NHP can have a significant advantage over human studies that are performed ex vivo and at shorter time points, extensively reviewed in [19]. The dose chosen here represents a higher dose level of exposure, with symptoms of hematopoietic acute radiation syndrome (H-ARS) and concurrent pancytopenia [45]. In this study, shared samples at time points extending to 28 days were distributed to different sites to perform various endpoint analyses. We restricted the mRNA measurements to within 1 week, protein measurements started day 1 through day 28 and cytogenetic analyses were extended to day 56. 

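The day 7 response was compared between 4 males and 3 females. At an adjusted p under 0.05, limma found 0 of 27134 probes with a different response (2359, or 8.69%, at an unadjusted p under 0.05, smallest adjusted p 0.302). Of the 35 ways of dividing the 7 animals into 4 and 3, 3 gave as many at an unadjusted p under 0.05 as the real division.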

Although samples were collected from both sexes, the study was under-powered to differentiate sex-specific differences and we considered the results of both sexes together. Hematology was performed at shorter and regular intervals throughout the time course to capture the damaging effects of radiation and recovery, up to 2 months reported here.

Hematology results showed that the expected lymphopenia and thrombocytopenia associated with HARS was observed early in the first week after exposure with days of nadir and day of recovery for lymphocytes (nadir: day 15, recovery: day 27), neutrophils (nadir: day 18, recovery: day 27), monocytes (nadir: day 18, recovery: day 24), basophil (nadir: day 18, recovery: day 24), eosinophil (nadir: day 15, recovery: day 42), RBC (nadir: day 27, recovery: day 56) and platelets (nadir: day 15, recovery: day 28) (Figs. 2, 3 and 4). A comparison of CBC absolute counts with a scoring system based on the human METREPOL action [5, 46] but modified for NHP, showed that the 4 Gy TBI effect was between mild (score 1, based on hemoglobin levels at > 20 days between 80–109 g/dL and HCT (hematocrit) > 20 days between 0.27–0.32%) and moderate (score 2, based on platelet levels at > 8 days at < 180 X 10^9^/L, neutrophil levels between 10 – 21 days at < 1.2 X 10^9^/L and lymphocyte levels between 1 -14 days at 0.45-1 X 10^9^/L, see Supplementary table 2) [36]. Comparison of cell count recovery trends with Rhesus macaques exposed to 6 Gy TBI were comparable, with neutropenia and lymphopenia resolving within 30 days [47].

We also measured two molecular endpoints using -omics approaches, global transcriptional and protein changes using microarrays and mass spectrometry, respectively. Using shared samples collected within the first week after exposure, we compared mRNA and proteomic results after irradiation. Overall, the sublethal dose of 4 Gy TBI to Macaca induced many transcriptional and protein changes in blood cells up to four weeks. At the earlier time points a few thousand transcriptional changes were observed, comparable with total body irradiation in the mouse model [20, 48, 49], in spite of cell depletion of lymphocytes and platelets in blood. 

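The lists of B-cell and erythroid genes were below all 7 pre-irradiation arrays on every irradiated array. B-cell genes had a median log2 change of −2.83 at day 3, −2.84 at day 5 and −2.56 at day 7 (camera adjusted p 1.5e-15, 2.78e-16 and 3.77e-21), and erythroid genes of −3.14, −4.46 and −3.52 (4.1e-12, 6.34e-23 and 6.8e-17). By exact permutation of array labels, adjusted over the list of 21 lineage tests alone, the mean level of B-cell genes was −2.56, −2.65 and −2.61 (p 0.00579, 0.00204 and 0.00204) and that of erythroid genes −2.59, −4.20 and −3.49 (p 0.00579, 0.00204 and 0.00204). The smallest p this test can give at 4 against 7 arrays is 0.00303 before adjustment. T-cell genes had medians of −0.72, −0.31 and 0.10 and means of −0.78, −0.34 and 0.04 (exact permutation adjusted p 0.00579, 0.0358 and 0.764), below all pre-irradiation arrays on 4 of 4, 4 of 6 and 0 of 7 arrays. Quantile normalization removed the day 5 call, as did leaving out replicate 2, 3, 6 or 7. NK-cell genes had medians of 0.06, −0.10 and 0.08 and means of −0.03, −0.07 and 0.10 (exact permutation adjusted p 0.879, 0.764 and 0.670), of opposite sign at day 3. Monocyte genes had medians of 0.94, 0.88 and 0.78 and means of 1.06, 0.84 and 0.60 (exact permutation adjusted p 0.00579, 0.00204 and 0.00714), above all pre-irradiation arrays on 4 of 4, 6 of 6 and 6 of 7 arrays. Neutrophil surface genes had medians of 0.83, 0.85 and 0.58 and means of 0.82, 0.80 and 0.50 (exact permutation adjusted p 0.0382, 0.0311 and 0.135), above them on 2 of 4, 3 of 6 and 3 of 7 arrays. Leaving out any replicate but 6 removed the day 3 call of the neutrophil surface genes, and leaving out 1, 2 or 7 the day 5 call.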

Trends in protein changes were fewer in number with very few protein changes at day 3, suggesting correlation with loss of lymphocytes and cellular material. At later times within the first week, the number of protein changes increased to 1978, however, as we detail in the methods, these measurements were performed using a different more advanced platform (DIA), which may contribute to this difference (Table 1). 

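Of the changed probes, 40.4% rose at day 3, 42.7% at day 5 and 33.1% at day 7. Without the filter on dim probes, which then also enter the scaling, 65.1%, 71.0% and 65.8% rose. The share was alike among the changed probes that the filter keeps, 65.2%, 71.8% and 66.0%, and the median log2 change of all the probes it keeps was 0.18, 0.32 and 0.29. With quantile normalization the shares were 43.2%, 49.2% and 45.9%, and with the normexp background 34.5%, 2.93% and 7.62%. The median log2 change of all tested probes was 0.02 on each day, and the normexp background moved it to 0.16 at day 5.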

For both transcripts and proteins, the distribution between up and down regulated molecules were close indicating that even though there were significant cell losses at these times, there was no overall trend towards down-regulation of transcripts or proteins driven by cell losses. About a third (1148) of all DEG were changed at all time points in the first 7 days, while very few proteins were found in common across the 28-day time course, mostly due to very few measured changes in proteins at 3 days.

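The named genes changed on all 3 days make up 18.9% of those changed on any day. An adjusted p under 0.05 as the limit gave 1827 of 6631 genes, and the animal as a block gave 223 on all 3 days.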

Separate pathway analysis of transcript and protein results provides a dynamic picture of cellular changes and potential physiology, and with concurrent measurements of cell counts and DNA damage we can potentially infer correlations between results from different endpoints. First, we considered transcriptional and protein changes separately because there were only two coincidental measurements, on days 3 and 7 to compare directly. Transcriptional changes across the 1-week time course were consistent with observed cellular changes with enrichment of processes related to coagulation, neutrophil degranulation, and cell division (Fig. 5). Other processes that were inferred from the transcriptional changes such as influenza RNA metabolism and infection were consistently significant at all times measured up to 7 days, which may be related to a general inflammatory response. At later times, days 5 and 7, transcriptional changes in TP53, SMADs (TGFbeta signaling) and even oncogene-induced senescence suggest activation of DNA damage response and repair, after the initial cell loss. Remaining cells may enter temporary growth arrest as they repair damage from the acute exposure that may continue past the first week. Biological processes significantly changed at 7 days, were in NOTCH signaling and signal transduction by interleukins consistent with an early inflammatory response reflected in mRNA changes (*NOTCH1* mRNA was 2.24-fold up regulated (5 days), *NOTCH2* mRNA 3.64-fold (5 days) and 3.66-fold (7 days) and *NOTCH4* mRNA 2.4-fold (3 days) up after irradiation) that may be associated with later protein/cellular responses in the NOTCH pathway. 

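NOTCH1 was 2.16-fold at day 5 (adjusted p 0.00409, 6 of 6 arrays above all pre-irradiation arrays), with its probe well above background on only 1 of the 7 pre-irradiation arrays. NOTCH2 was 3.30-fold at day 3 (0.012, 3 of 4), 3.51-fold at day 5 (0.00331, 3 of 6) and 3.62-fold at day 7 (0.00281, 5 of 7), well above background on 2 of the 7. NOTCH4 was 2.35-fold at day 3 (0.00781, 3 of 4), 1.78-fold at day 5 (0.0272, 3 of 6) and 0.854-fold at day 7 (0.504, 0 of 7), and was not called. Leaving out replicate 5 brought the NOTCH4 call at day 3, at a log2 change of 1.35. From day 3 to day 7 the median of the NOTCH genes moved by −0.34 (camera adjusted p 0.0438).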

Notch signaling generally affects radiosensitivity of cancer cells but may also impact normal signaling after TBI [50–52].

Processes that were unique to the time points were interesting as they reveal the changing transcriptional profile/functions of blood cells over time (Fig. 6). Interestingly, at day 3 platelet activation, aggregation and degranulation were enriched functions but not seen at days 5 and 7. 

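Platelet genes were still higher at day 5, by a median log2 of 0.86 and on 6 of 6 arrays above all pre-irradiation arrays (camera adjusted p 5.75e-08). At day 7 the median was 0.19, on 3 of 7 arrays (camera adjusted p 0.0703), and leaving out replicate 6 brought a call at 0.29. The median moved by −0.85 from day 3 to day 5, −1.45 from day 3 to day 7 and −0.68 from day 5 to day 7 (camera adjusted p 2.16e-25, 6.5e-19 and 3.75e-08; fry adjusted p 0.000138, 1.86e-07 and 0.0078). CLU (log2 change 2.13) and ITGA2B (1.63) were among the largest rises at day 5.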

At day 7, cell cycle processes including G0 to G1, G1 to S phase and S phase are enriched, indicating that there is a concerted repair and re-entry into cell cycle after damage at this time.

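Mitosis genes moved by a median log2 of 1.30 from day 3 to day 5, 2.04 from day 3 to day 7 and 0.56 from day 5 to day 7 (camera adjusted p 1.17e-24, 3.17e-16 and 0.000208). Only the change from day 3 to day 7 was called by fry as well (fry adjusted p 0.0078). G1/S and S phase genes moved by 0.39, 0.80 and 0.41 (camera adjusted p 2.46e-08, 1.1e-08 and 0.000169; fry adjusted p from day 3 to day 7 0.014). The arrays of day 7 spread widely, with a mitosis mean of 1.02 and an SD of 0.79. These tests did not pair the arrays by animal. In every animal with arrays on both days the mitosis mean rose from day 3 to day 5 and from day 5 to day 7. Between days 5 and 7 it went from −0.22 to 1.13 in animal 1 and from 1.09 to 1.25 in animal 3. The paired arrays of days 5 and 7 were scanned in different sessions.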

Time course proteomic responses were analyzed similarly, with biological enrichment of neutrophil and platelet degranulation consistent across 4 weeks after TBI, indicating release of granules after activation of these cells. Processes that started within at 6 days and were also seen at 28 days, were housekeeping eukaryotic translation initiation and elongation, rRNA processing and nonsense mediated decay of RNA. Additionally, starting slightly later than mRNA changes, influenza infection and life cycle processes were enriched starting at day 6 and continuing to 28 days (Fig. 7). Processes that were significantly affected within the first week after irradiation but not extending out to 28 days included formation of fibrin clots, platelet (plug formation) and erythrocyte-oxygen metabolism, which may correlate with the migration of platelets and depletion from peripheral blood as observed by hematological changes (Fig. 8). At the final time point, protein changes related to heme biosynthesis were enriched, indicating a correlation with the beginning of renewal of RBC (Fig. 4).

Next, we compared responses of both mRNA and proteins at the two coincidental time points, days 3 and 7, where we found similar functions at both molecular levels that were related to immune response, infection, metabolism, and overall stress response (Fig. 9). Shared biology in the mRNA and protein changes only confirmed what we knew from previous biological analyses. A more complete and comprehensive experimental design for multi-omics analysis would include closer time points with more matched times for molecular measurements, however, due to the scarcity of NHP and limitations of serial bleeding the animals after irradiation, we were only able to capture shared samples from a few time points and only 2 shared points. As a way to analyze the -omics data from two different sources, we merged the data regardless of whether they were mRNA or protein and analyzed them as a time course consisting of days 1, 3, 3, 5, 5, 6, 7, 7 and 28 data.

Using network and pathways analysis in IPA, we used the merged molecule lists (independent of type) and performed a core analysis of pathways and regulators of gene expression (Fig. 10A). Acute phase response to radiation was revealed as the top pathway activated at all times in the 28-day time course (positive z-scores). A more detailed view of members of this pathway revealed IL1B, IL6, TNF and STAT3 as central players in regulating this signaling response that is well conserved across mammalian species [53]. The acute phase response pathway is a typical response to inflammatory stress and has many similarities of symptoms with acute radiation sickness, such as fever, leukopenia, and malaise [53–55]. In particular, C reactive protein (CRP) levels are found to be increased at day 28 in the blood, Serum amyloid A (SAA4) up + 5-fold at day 6, Haptoglobin (HP) up + 3.6-fold at day 28, FGA  at -11.6-fold down regulated at day 6, but Fibrinogen A and B (FGA and FGB) up + 1.7 and + 1.6-fold at day 28. Ceruloplasmin (CP) is + 1.4 at day 1 and + 2.6 at day 6. We compared our pathway results with those from another study of the transcriptomic response after 6.5 Gy TBI in Rhesus macaques [56] and found that the acute phase response pathway was significantly changed after irradiation in the blood (-log_10_ *p*-value 1.9 at day 1 in survivors, 1.6 in non-survivors at day 1; and 2.4 in non-survivors at day 2) similar to our results after 4 Gy TBI. Other pathways that showed similar significant response after irradiation with 6.5 Gy were HMGB1 and PPAR signaling pathways (Fig. 10A).

We delved further into the time course response looking for upstream regulators (independent of molecule type), which revealed NFKB, STAT3 and SMAD3 as mostly activated and HDAC3 and IRF7 as inhibited among the protein and transcript profiles. Among activated transcriptional regulators that belonged to cytokines, IL8 was found to be activated among the mRNA changes consistently up to 1 week and for proteins up to 28 days (Fig. 10A). 

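CXCL8, the gene for IL8, was 1.06-fold at day 3 (adjusted p 0.911, 2 of 4 arrays above and 2 of 4 below all pre-irradiation arrays), 1.77-fold at day 5 (0.138, 2 of 6 above) and 2.05-fold at day 7 (0.0974, 4 of 7 above). It was not called on any day.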

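The IL3 transcript has a pair of probes, well above background on at most 1 array, and was not tested.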

In a different study on 6.5 Gy TBI exposed NHP, IL3 was found to be strongly dysregulated at 24 h, which was not found after 4 Gy in our study [56]. These results alongside the biological analysis suggest that there is a rapid response after 4 Gy TBI involving cellular and DNA damage, with concurrent molecular changes that evolve over time. A concerted DNA damage stress and immune response persist in the first week, implicating viral life cycle response and infection pathways. The acute phase response suggested from the molecular data and elevated MN levels up to 28 days with cell count changes implies that there is a persistent response to the whole-body dose that does not subside to pre-irradiation levels even up to 1 month after exposure.

Based on these observations and time points of data acquisition in the early 1-week period after irradiation, we investigated whether combining information about proteins and potential activation of proteins predicted by mRNA changes might suggest primary activators of signaling. We found that there were proteins such as SRC, TGFB, NFATC2 and fibronectin1 (FN1) that were significantly up regulated at protein levels and also predicted to be activated at early times (day 1 for proteins and days 3 to 5 for mRNA) (Fig. 11A). These are strong candidate proteins for the immediate response and may drive activation of transcription of target genes throughout the time course.

In this work, we also developed a high-throughput NHP-CBMN assay protocol to measure MN frequency in small volumes of peripheral whole blood. Overall, the data show relatively high levels of MN/BN in the range 0.273–0.327 up to 28 days after 4 Gy TBI exposure which declined to 0.1 MN/BN by day 56 (Fig. 12). The persistent expression of MN in peripheral blood lymphocytes weeks after radiation exposure measured here, highlights the important use of MN biomarker as an in-vivo dosimeter, which when corrected for time after radiation, can be used to accurately reconstruct absorbed dose. Previous studies using the NHP model for biodosimetry have shown that the frequency of mature T-cells carrying unstable (dicentrics, micronuclei) chromosomal aberrations decreases with time after radiation exposure [16, 57, 58]; reflecting their turnover (cell death and re-population) in the circulating blood. More recently, the advanced development of high-throughput CBMN [58] and dicentric assay systems [35] have accurately reconstructed dose in human and NHP blood exposed ex vivo. In addition, the CytoRADx assay platform developed by ASELL, has also been used to accurately reconstruct dose in NHPs exposed in vivo to TBI doses 0–8 Gy, 1–28 days post-irradiation [58].

The changing biology after 4 Gy TBI with 10 Gy WTLI [16] using NHP blood is comparable, with early cellular changes in platelets and neutrophils and later immune response related to virus and infection. DNA damage and cell cycle response was observed early after WTLI but was not apparent in early TBI samples. Gene expression patterns following both irradiation modes were similar in direction. Overall, these cellular/cytogenetic results with concurrent molecular changes in the blood cells create a fuller picture of the changes after total body irradiation. Recently, we have developed a micro-array based gene expression signature from ex-vivo irradiated human blood that can reconstruct acute doses in a continuous manner between 0 and 8 Gy [59]. We tested whether the Macaca homologues of the human signature genes from mRNA data in this work (and an unpublished data set from 7.4 Gy TBI acute dose exposed Rhesus macaques) both at day 3 also correlate with dose. Initial comparisons indicate good correlation with dose for the NHP homologs of human dose response genes (Supplementary data table 8) at day 3, however, additional data would be needed to establish usefulness of these genes in NHP for extended times and doses.

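CDKN1A was 10.6-fold at day 3 (log2 15.14 ± 0.20 against 11.74 ± 0.26, adjusted p 2.62e-06, 4 of 4 arrays above all pre-irradiation arrays) and DDB2 5.58-fold (14.22 ± 0.17 against 11.74 ± 0.17, adjusted p 3.2e-06, 4 of 4). A second DDB2 probe changed by log2 2.93 (adjusted p 3.03e-06). GDF15 was 3.79-fold (8.54 ± 0.42 against 6.62 ± 0.79, adjusted p 0.00338, 4 of 4), with its probe well above background on 5 of the 7 pre-irradiation arrays. It was no longer called under 17 alternatives, 2 of them chosen after seeing the data, among them every leaving out of an animal number but that of replicate 5. FDXR was 2.18-fold (10.82 ± 0.57 against 9.69 ± 0.41, adjusted p 0.00946, 4 of 4) and SLC4A11 1.93-fold (10.11 ± 0.46 against 9.16 ± 0.51, adjusted p 0.0257, 3 of 4), and neither was called. CDKN1A fell back to 4.02-fold at day 5 and 2.01-fold at day 7, while DDB2 stayed at 4.72-fold and 5.42-fold. The slide as a block cannot test CDKN1A and DDB2 at day 3. Only slide 4 holds arrays of both groups, and pre-irradiation replicate 5 is its only pre-irradiation array.

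**Figure D2:**
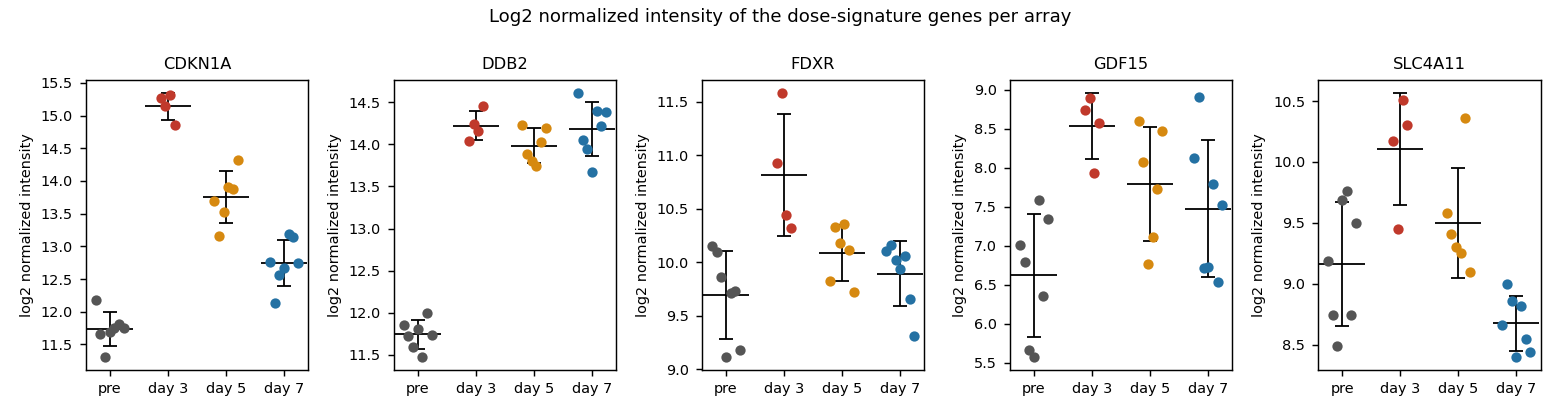
Log2 normalized intensity of 5 genes on each array by day. Points are arrays, with the mean and SD of each group.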

## Conclusions

The challenge with such multi-omics approaches in large animal models that lend themselves to serial tests, remains in the limitations of timing of sampling, and this study elucidates the difficulty clearly. Sharing of samples was limited to only 3 days for transcriptomics with only two time points in common with the proteomics measurements. Future studies should be carefully designed, powered for both sexes, and samples collected at as many matched and regularly spaced time points as possible to get a better understanding of the molecular interplay and signaling in a time course [60]. Additional information of protein half-lives can be used to connect mRNA kinetics to protein changes in the same system [61], however, this may not elucidate the question of drivers of radiation response as potential drug targets using trans-omics [62]. One of the great advantages of this type of study, however, is in following the physiology of individual animals up to 2 + years after exposure, which may yield some insight into early molecular changes that impact later outcomes.

## Materials and Methods

### Animal care, irradiations, and sample sharing overview

This study was conducted according to the Standard Operating Procedures of CiToxLAB North America (now Charles River, USA). All work was conducted in CiToxLAB North America’s animal research facilities, which are fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC, number 001056) and the study is reported in accordance with ARRIVE guidelines. Rhesus macaques (*Macaca mulatta*, Chinese origin) at average age 6 y and average weight 8.3 kg were irradiated following the guidelines of the protocol. Animal maintenance, veterinary care and irradiation protocols are described in detail in the metabolomics study on the same NHP cohort published previously [27].

At the time of irradiation, the age of the animals ranged from 5 to 10 years with body weights that ranged from 6.3 to 21.9 kg for males and from 4.6 to 6.2 kg for females. Four male and 4 female NHPs were total body irradiated with 4 Gy at a dose rate of 0.6 Gy/min using a ^60^Co γ source over the course of ~ 7 min (1/2 exposure anterior–posterior position, 1/2 exposure posterior-anterior position using a Theratron 1000, Best Theratronics, Ottawa, ON, CA). LD_50/60_ for this animal model is ~ 6.7 Gy and the sub-lethal 4 Gy dose was chosen to enable the continuous sampling and longitudinal monitoring of biological, physiological, and molecular changes over a longer span of time i.e., 60 days and longer. In this study we collected samples for mRNA measurements up to 1 week, protein measurements up to 28 days, and cytogenetics up to 56 days after irradiation. Pre-irradiation samples were taken between 3–8 days before the day of irradiation (Supplementary Table 1 has details of animal numbers used in each time point).

During this study, animals were observed daily for mortality checks with detailed examinations that were performed pre-irradiation and at 1, 3, 5 and 7 days after irradiation; then weekly thereafter (particular attention was paid to the incidence of febrile neutropenia and infections) up to 60 days. Clinical signs were observed twice as well as diarrhea assessment. Body temperature was recorded prior to irradiation and daily after irradiation, up to 7 days, then weekly up to 60 days. Food appetence was monitored daily. Body weights were recorded at pre-irradiation, at 1, 3, 5 and 7 days and then every 3 days until 30 days, and then weekly thereafter up to 60 days. At the end of the study animals were observed for at least 92 days prior to transfer to Wake Forest (North Carolina) for long term housing.

### Hematology

Clinical pathology evaluations were performed (ADVIA 120 Hematology Analyzer, Siemens, USA) on all animals at the following time points: 3 occasions pre-irradiation (-12, -8, and -3 days), on days 1, 3, 5, 7, 9, 11, 13, 15 after irradiation, and then on the same occasions as subsequent investigator blood collections up to 60 days (Fig. 1 shows the scheme of treatment and sampling for different endpoints). Food was not removed overnight prior to blood collections. Statistical analysis showed that measurements at certain time points were significantly different from pre-irradiated levels (paired t-tests, *p*-values < 0.05).

### Blood collection for RNA isolation

1.0 mL whole blood was collected into pre-labeled PAXgene RNA tubes containing 4.0 mL PAXgene solution (catalog number 762165, Becton Dickinson, New Jersey), using a syringe at 3 days prior to irradiation and then post irradiation at 1, 3, 5 and 7 days (Fig. 1, transcriptomics endpoint arm). The tube was tightly closed and then gently mixed by inverting 8–10 times immediately after addition of blood. Samples were stored upright at room temperature for at least 2 h. Tubes were then initially frozen at -20 °C for at least 24 h and then transferred to -80 °C until shipment on dry ice to Columbia University Irving Medical Center, New York, NY.

### RNA isolation and processing using microarrays

Globin-cleared RNA samples were hybridized to Agilent Whole Genome Human 4X44 v2 (catalog number: G4845A) microarrays using the manufacturer’s protocol, based on inter-species cross reactivity microarray tests between *H. sapiens* and *Macaca mulatta* [63, 64]. Feature extraction of the images was performed using Agilent’s FE version 10.7 software and data were imported into BRB ArrayTools software version 4.6.0. The gene expression dataset was deposited in the NCBI GEO database under the accession number GSE113478. Data were processed using standard procedures (described in [16, 65], normalized to the median array, class comparisons were performed at each time point to determine lists of differentially expressed genes after radiation compared with pre-irradiated controls, using the Benjamini–Hochberg correction, FDRs < 0.005.

### Global quantitative proteomics of NHP PBMCs

Fresh whole blood samples (~ 1.0 ml) were collected in a 2 mL BD vacutainer tube with K_2_EDTA (catalog number 367841; Becton Dickinson; Franklin Lakes, NJ) and inverted 8–10 times (Fig. 1, proteomics endpoint arm). Samples were shipped the same day directly to Columbia University Irving Medical Center, New York, NY, using a Crēdo Cube™ shipper (Peli BioThermal, MN). The inclusion of a temperature data logger (catalog number EL-USB-1; Lascar Electronics; Erie, PA) with each blood shipment confirmed that samples were shipped between the desired range of 16-29ºC.

Peripheral blood mononuclear cells (PBMCs) were isolated from the NHP blood samples by Ficoll density gradient. Peripheral whole blood samples (~ 900 µl) were diluted in 5 mL of RPMI medium (Gibco, Waltham, MA) and layered over 6 mL of Histopaque1083 (Sigma-Aldrich, St. Louis, MO). Samples were spun at 1220 rpm for 45 min at room temperature, and the isolated PBMCs were transferred to a 15 mL conical tube and washed twice with 10 mL of PBS. Cell pellets were frozen and stored at − 80 °C until use. Samples were submitted in two batches to the Proteomics and Macromolecular Crystallography Shared Resource, Herbert Irving Comprehensive Cancer Center, New York: batch A included samples collected from all the pre-irradiated animals (day -8; *n* = 10), and the irradiated animals (days 1, 3 and 7; *n* = 8); batch B included blood samples collected from the two unirradiated animals across 2 times points (days 6 and 28; *n* = 8) and the irradiated animals (days 6 and 28; *n* = 8).

For proteomic sample preparation and analysis, TMT (Tandem Mass Tagging)-based proteomic quantification method was performed on the batch A samples and the next-generation proteomics platform, DIA (data-independent acquisition) was used for batch B. A full description of the TMT proteomics approach is described in our earlier work [66]. Details of the DIA-based proteomics method are described here [67, 68]. Briefly, tissues were resuspended in SDC lysis buffer (1% SDC, 10 mM TCEP, 40 mM CAA and 100 mM TrisHCl pH 8.5) and boiled for 10 min at 60 °C, mixed at 1500 rpm to denature and reduce and alkylate cysteine, followed by sonication in a water bath, then cooled down to room temperature [67]. Protein concentration was estimated by BCA measurement and 20 µg were further processed for overnight digestion by adding LysC and trypsin in a 1:50 ratio (µg of enzyme to µg of protein) at 37 °C and 1500 rpm. Peptides were acidified by adding 1% TFA, vortexed, and subjected to polymer sorbent StageTips exchange micropipette tips clean-up via SDB-RPS. Twenty µg of peptides were loaded on two 14-gauge StageTips plugs. Peptides were washed two times with 200 µL 1% TFA 99% ethyl acetate followed 200 µL 0.2% TFA/5%ACN in centrifuge at 3000 rpm, followed by elution with 60 µL of 1% Ammonia, 50% ACN into Eppendorf tubes and dried at 60 °C in a speed vacuum centrifuge. Peptides were resuspended in 10 µL of 3% acetonitrile/0.1% formic acid and injected on a Thermo Scientific™ Orbitrap Fusion™ Tribrid™ mass spectrometer with DIA method for peptide MS/MS analysis [68]. The UltiMate 3000 UHPLC system (Thermo Scientific) and EASY-Spray PepMap RSLC C18 50 cm × 75 μ ID column (Thermofisher Scientific) coupled with Orbitrap Fusion (Thermofisher) were used to separate fractioned peptides with a 5–30% acetonitrile gradient in 0.1% formic acid over 70 min at a flow rate of 250 nL/min. After each gradient, the column was washed with 90% buffer B for 5 min and re-equilibrated with 98% buffer A (0.1% formic acid, 100% HPLC-grade water) for 40 min. Survey scans of peptide precursors were performed from 350–1200 m*/z* at 120 K FWHM resolution (at 200 m*/z*) with a 1 × 10^6^ ion count target and a maximum injection time of 60 ms. The instrument was set to run in top speed mode with 3 s cycles for the survey and the MS/MS scans. After a survey scan, 26 m/z DIA segments will be acquired at from 200–2000 m*/z* at 60 K FWHM resolution (at 200 m*/z*) with a 1 × 10^6^ ion count target and a maximum injection time of 118 ms. HCD fragmentation was applied with 27% collision energy and resulting fragments were detected using the rapid scan rate in the Orbitrap. The spectra were recorded in profile mode.

### Proteomic data analysis

*Batch A*: Proteome Discoverer software (version 2.2) was used to search the acquired MS/MS data against Macaca protein database (2017) downloaded from the UniProt website (uniprot.org) and to generate TMT ratios. Positive identification was set at 5% peptide false discovery rate (FDR). Also, at least 1 unique peptide must be identified per protein. Duplicated protein identifications from database were removed. TMT ratios (each channel/common reference) were calculated by PD 2.2 and normalized by total peptide amount. Qlucore Omics Explorer 3.3 & Prism 6 Software were used to perform correlation and statistical analysis. log_2_ transformation and KNN imputation was used for missing values.

*Batch B*: DIA data were analyzed with direct DIA 2.0 (Deep learning augmented spectrum-centric DIA analysis) in Spectronaut Pulsar X, a mass spectrometer vendor-independent software from Biognosys (Switzerland). Spectronaut was set up to search with the reference Macaca proteome database (2021) downloaded from UniProt. The default settings were used for targeted analysis of DIA data in Spectronaut except the decoy generation was set to “mutated”. The false discovery rate (FDR) was estimated with the mProphet approach and set to 1% at peptide precursor level and at 1% at the protein level. Results obtained from Spectronaut were further analyzed using the Spectronaut statistical package. Significantly changed protein abundance was determined by un-paired t-test (comparing irradiated to unirradiated animals) with a threshold for significance of *p* < 0.05 (permutation-based FDR correction) and 0.58 log_2_FC. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository [69] with the dataset identifier PXD037807.

### Gene ontology, network, and pathway analysis

We used PANTHER database gene expression tools [70, 71] to analyze the differentially expressed gene lists generated from the microarray and proteomic datasets with the human annotations database and REACTOME pathways and biological processes categories [38]. Multiple testing was performed based on Bonferroni corrections and adjusted *P* values (< 0.05) are reported [72]. We also analyzed sets of up- and down-regulated genes separately and looked for common biological processes among these genes. We also uploaded the lists of genes to Ingenuity Pathway Analysis® Software (IPA from Ingenuity®: http://www.ingenuity.com) and performed prediction analysis for upstream regulators and enriched canonical pathways. This method identifies potential upstream regulators and ranks them by statistical significance by providing information about the direction of activation of regulatory protein based on the downstream gene targets from the gene list. The program provides a z score derived from the number of target genes, their relative expression, and the type of relationship between the regulator and target genes (either activation or inhibition) from the published literature. We also compared gene lists using the Venny tool [73].

### Cytokinesis-block micronucleus (CBMN) assay

We adapted our high-throughput and miniaturized platform designed for the human CMBN assay [74, 75] and previously published cell culture protocols [16, 76, 77] to develop the whole blood NHP-CBMN assay protocol used here. Whole blood samples (50–100 µL) were pipetted into 1.4 ml 2D-barcoded tubes (Matrix™ storage tubes; Thermofisher Scientific Inc., Waltham, MA) within a 96-tube rack and washed with 1 ml of RPMI-1640 medium (Life Technologies, Grand Island, NY) containing heparin (1.58 units/ml; sourced from a BD vacutainer). Given that the fresh blood samples were collected in K_2_EDTA vacutainers for the proteomic arm of the study, based on our own previous experience, we washed the cells with an RPMI-heparin solution to prevent clotting during the assay culture time. After washing, the blood samples were cultured with RPMI-1640 supplemented with 15% heat-inactivated fetal bovine serum (HI-FBS; Life Technologies), concanavalin A (10 ug/mL; Sigma-Aldrich), and 1% penicillin/streptomycin (10,000 U/mL; Life Technologies). Cells were cultured at 37 °C in a humidified atmosphere with 5% CO_2_ for 68 h, after which time cytochalasin B (Sigma-Aldrich) was added to the culture medium for an additional 26 h at a final concentration of 6 μg/mL. At the end of the assay time, the plates were spun, and the pelleted cells were treated for 8 min with hypotonic solution (0.075 M KCl, Sigma-Aldrich) and fixed with methanol/glacial acetic acid (ratio 4:1) and stored at 4 °C. A small drop of fixed cell suspension was dropped onto a clean glass microscope slide and air-dried. The nuclei were counter-stained with DAPI Vectashield® mounting medium (Vector Laboratories, Inc., Burlingame, CA). [74, 78]. Scoring and analysis of micronuclei per binucleated cells were quantified using Zeiss fluorescence microscope (Axioplan 2; Carl Zeiss MicroImaging Inc., Thornwood, NY) × 10 air objective lens and Metafer MSearch platform.

For statistical analysis, the two-proportions Z-Test (implemented using the prop.test function in *R* 4.2.0 software) was used to compare MN/BN values for each animal for day 56 vs day 0 samples. Separate comparisons were performed for day 56 samples collected using the EDTA vs Heparin blood collection protocols. Correction of *p*-values for multiple testing was performed by the Bonferroni method.

We analyzed the time course of MN/BN values over the time range of day 0 to day 56. Based on mechanistic reasoning, we assumed that elevation of the MN/BN value above the baseline is determined by competing processes of production and removal/decay over time. We considered 4 candidate model formalisms with different power dependences on time and compared their performances using the Akaike information criterion (AIC). All model variants were fitted using nonlinear weighted regression with weights proportional to 1/SEM^2^, where SEM are standard errors of the mean for the MN/BN samples. The weights were normalized so that the mean weight across all samples was set to 1. Fitting was performed using the *nls* function in *R* 4.2.0 software.

The preferred model structure with the best AIC score is described by the following equation (Eq. 1), where Day is the day since irradiation, C is the baseline MN/BN value before irradiation (Day -8 in the experiments, but assigned to 0 for regression modeling purposes), Kprod is a term for production of the micronuclei, Kdec_1_ and Kdec_2_ are linear and quadratic exponential decay (repair and/or removal of micro-nucleated cells) rates over time, and P is the fraction of decay using Kdec_1_:

1 $$\frac{{\varvec{M}}{\varvec{N}}}{{\varvec{B}}{\varvec{N}}}=\mathbf{C}+\mathbf{K}\mathbf{p}\mathbf{r}\mathbf{o}\mathbf{d}\times \mathbf{D}\mathbf{a}\mathbf{y}\times (\mathbf{P}\times \mathbf{e}\mathbf{x}\mathbf{p}(-{\mathbf{K}\mathbf{d}\mathbf{e}\mathbf{c}}_{1}\times \mathbf{D}\mathbf{a}\mathbf{y})+(1-\mathbf{P})\times \mathbf{e}\mathbf{x}\mathbf{p}(-{\mathbf{K}\mathbf{d}\mathbf{e}\mathbf{c}}_{2}\times {{\varvec{D}}{\varvec{a}}{\varvec{y}}}^{2})$$

A mixed effects version of this model, where random effects were added to parameter C to represent baseline variability by donor, was also investigated, using the nlme *R* function. An absolute performance metric that was calculated for each variant was residual standard error, which measures the standard deviation of the residuals. It was relatively low (0.0366) for the preferred model shown in Eq. 1.

## Supplementary Information

**Additional file 1: Supplementary data table 1. **Summary of samples processed in each endpoint.

**Additional file 2: Supplementary data table 2.** Hematology detailed table.

**Additional file 3: Supplementary data table 3.** Differentially expressed genes by day.

**Additional file 4: Supplementary data table 4.** Differentially expressed protein lists.

**Additional file 5: Supplementary data table 5.** Gene ontology on gene and protein lists.

**Additional file 6: Supplementary data table 6.** IPA analysis.

**Additional file 7: Supplementary data table 7.** MN data tables.

**Additional file 8: Supplementary data table 8.** Correlation of gene expression response between NHP and Human.

**Additional file 9: Supplementary Figure 1.** Overlap of differentially expressed genes and proteins by day.

## Data Availability

All microarray datasets in this study are publicly available in the NCBI Gene Expression Omnibus database (GSE113478). We have a link for the review process, as below: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113478, Enter token mholaekyvbsppyb into the box. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD037807. We have created a temporary user account for the review process, as below: Project Name: Longitudinal multi-omic changes in the transcriptome and proteome of peripheral blood cells after a 4 Gy total body radiation dose to Rhesus macaques. Project accession: PXD037807. Reviewer account details: Username: . Password: aXe7SFab.

## Abbreviations

TBI: Total body irradiation
mRNA: Messenger RNA
NHP: Non-human primate
PBMC: Peripheral blood mononuclear cell
H-ARS: Hematological acute radiation syndrome
MN/BN: Micronuclei per binucleate cell
CBMN: Cytokinesis-block micronucleus assay
DEG: Differentially expressed gene
WTLI: Whole thorax lung irradiation

# Supplementary material for: Longitudinal multi-omic changes in the transcriptome and proteome of peripheral blood cells after a 4 Gy total body radiation dose to Rhesus macaques
**Source:** BMC Genomics. 2023 Mar 21;24:139. doi: 10.1186/s12864-023-09230-7

## Slide 1
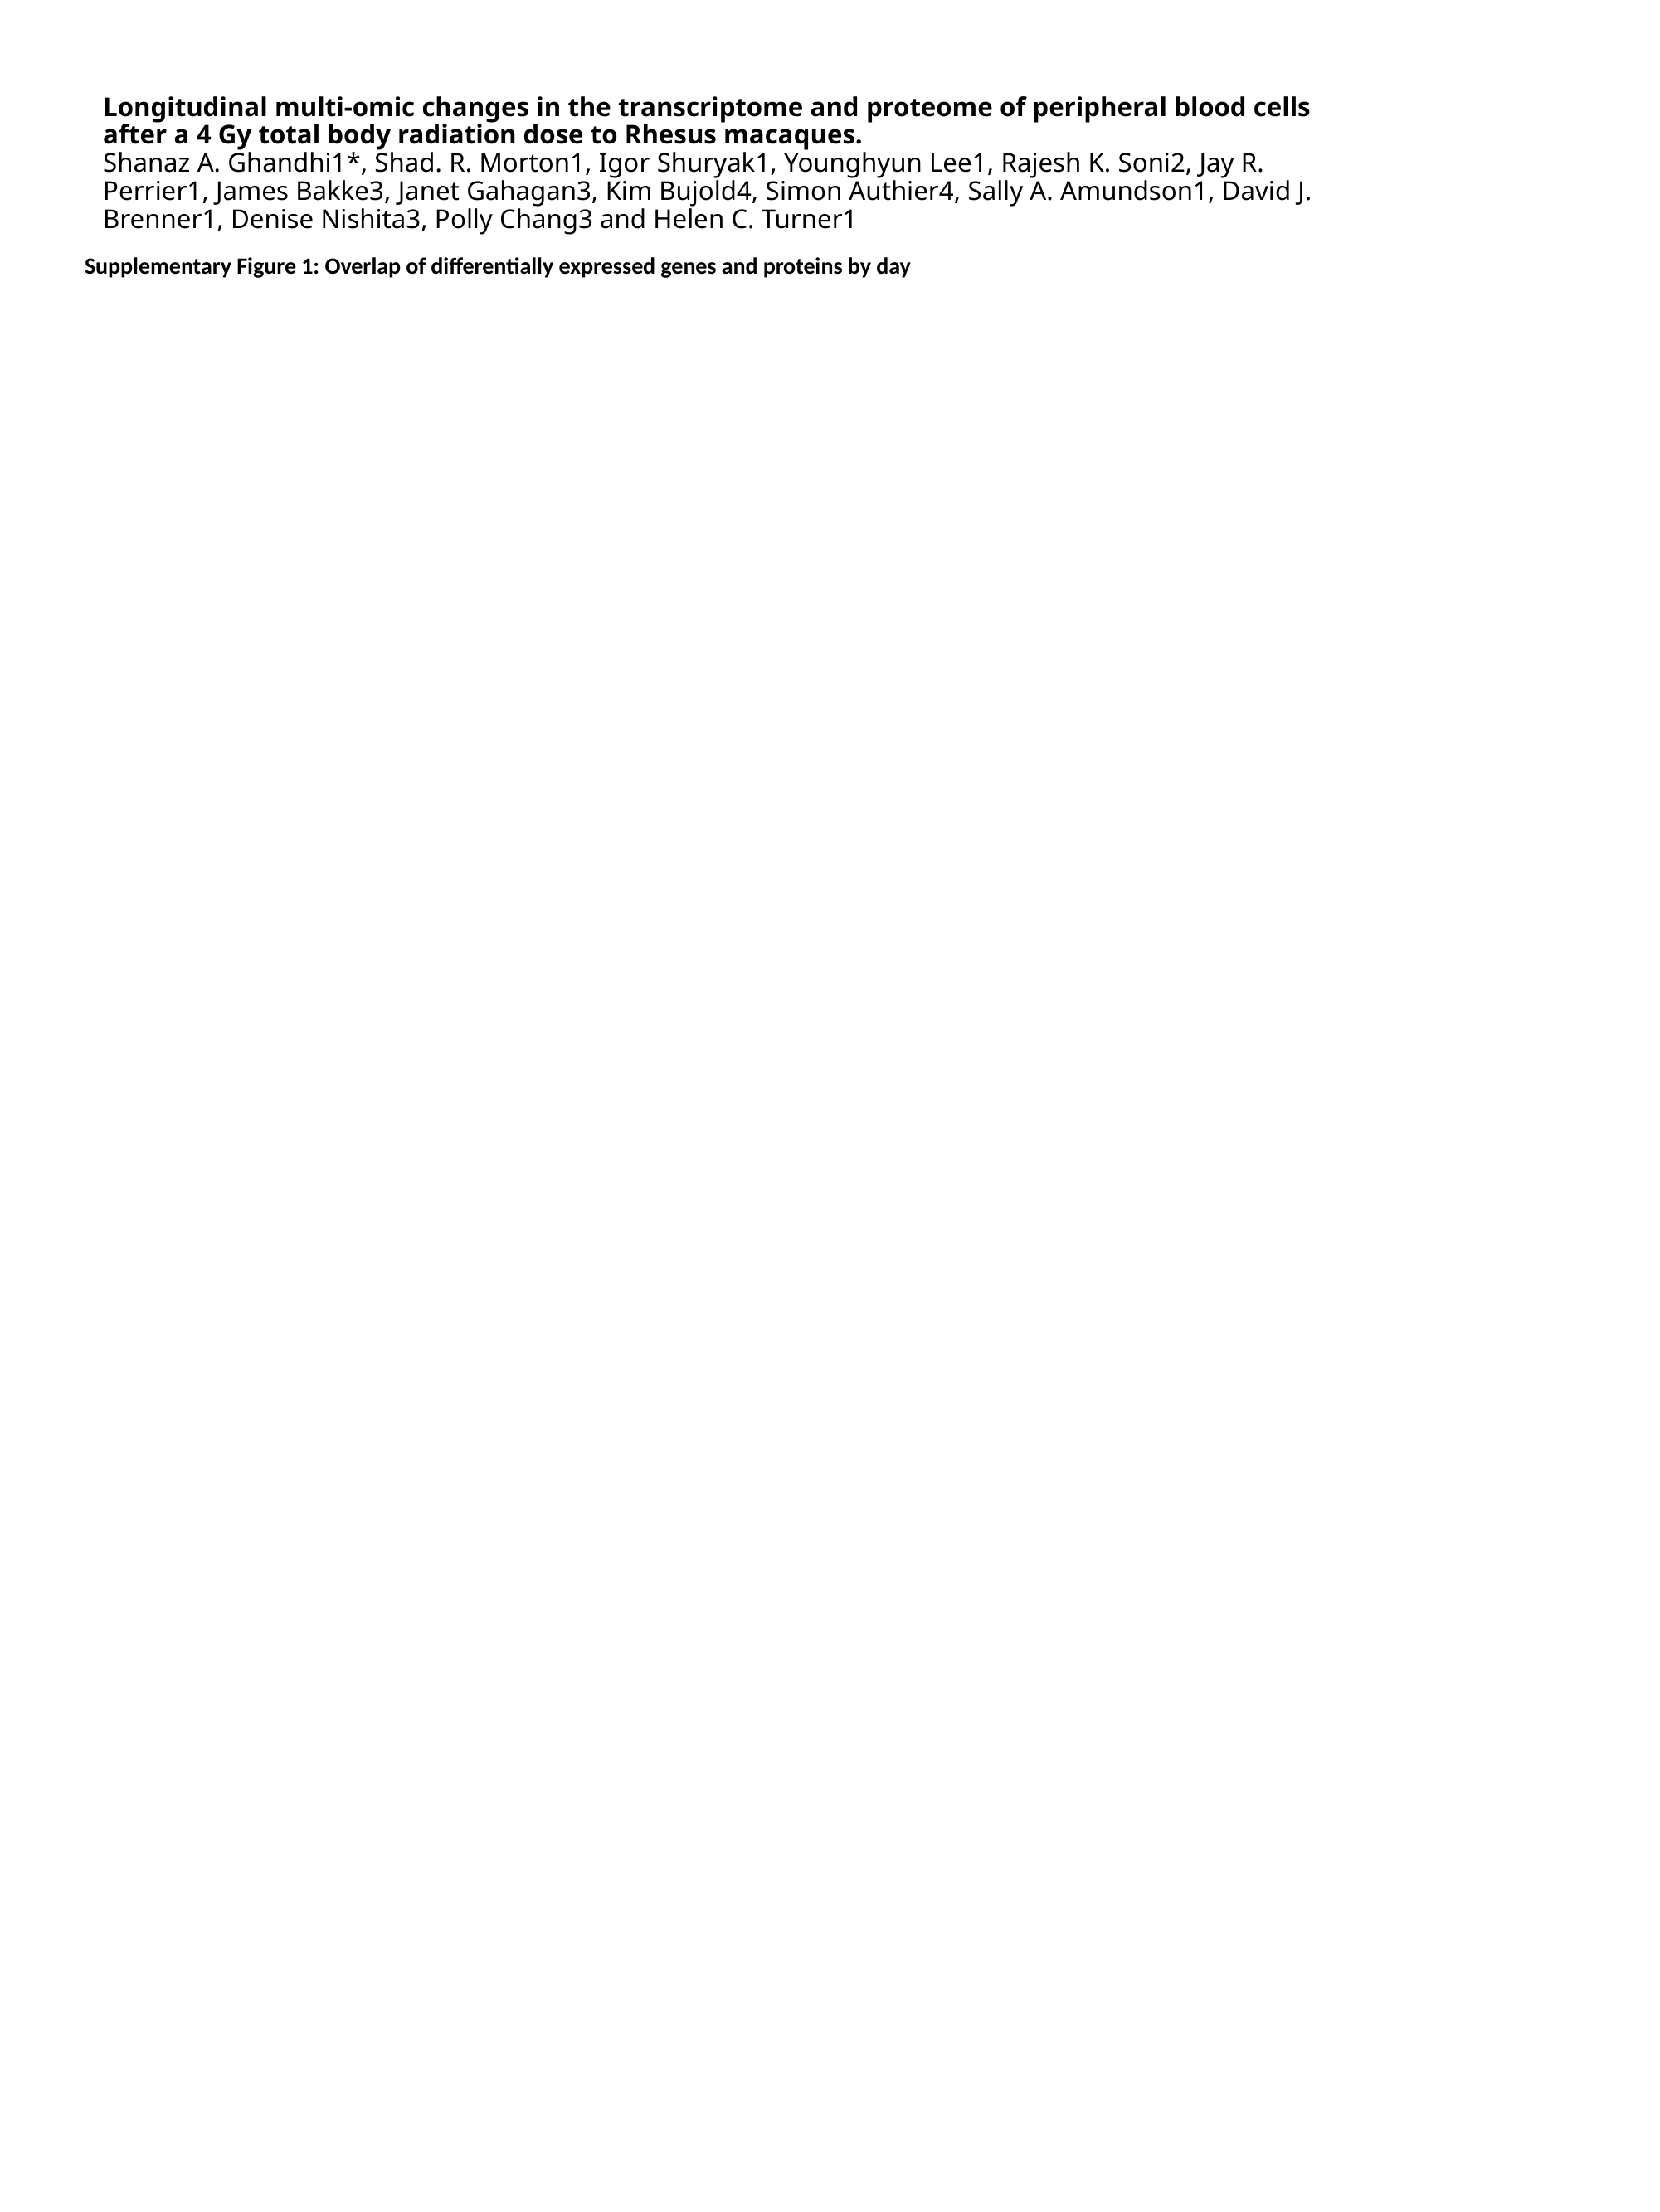

# Longitudinal multi-omic changes in the transcriptome and proteome of peripheral blood cells after a 4 Gy total body radiation dose to Rhesus macaques. Shanaz A. Ghandhi1*, Shad. R. Morton1, Igor Shuryak1, Younghyun Lee1, Rajesh K. Soni2, Jay R. Perrier1, James Bakke3, Janet Gahagan3, Kim Bujold4, Simon Authier4, Sally A. Amundson1, David J. Brenner1, Denise Nishita3, Polly Chang3 and Helen C. Turner1
Supplementary Figure 1: Overlap of differentially expressed genes and proteins by day

## Slide 2
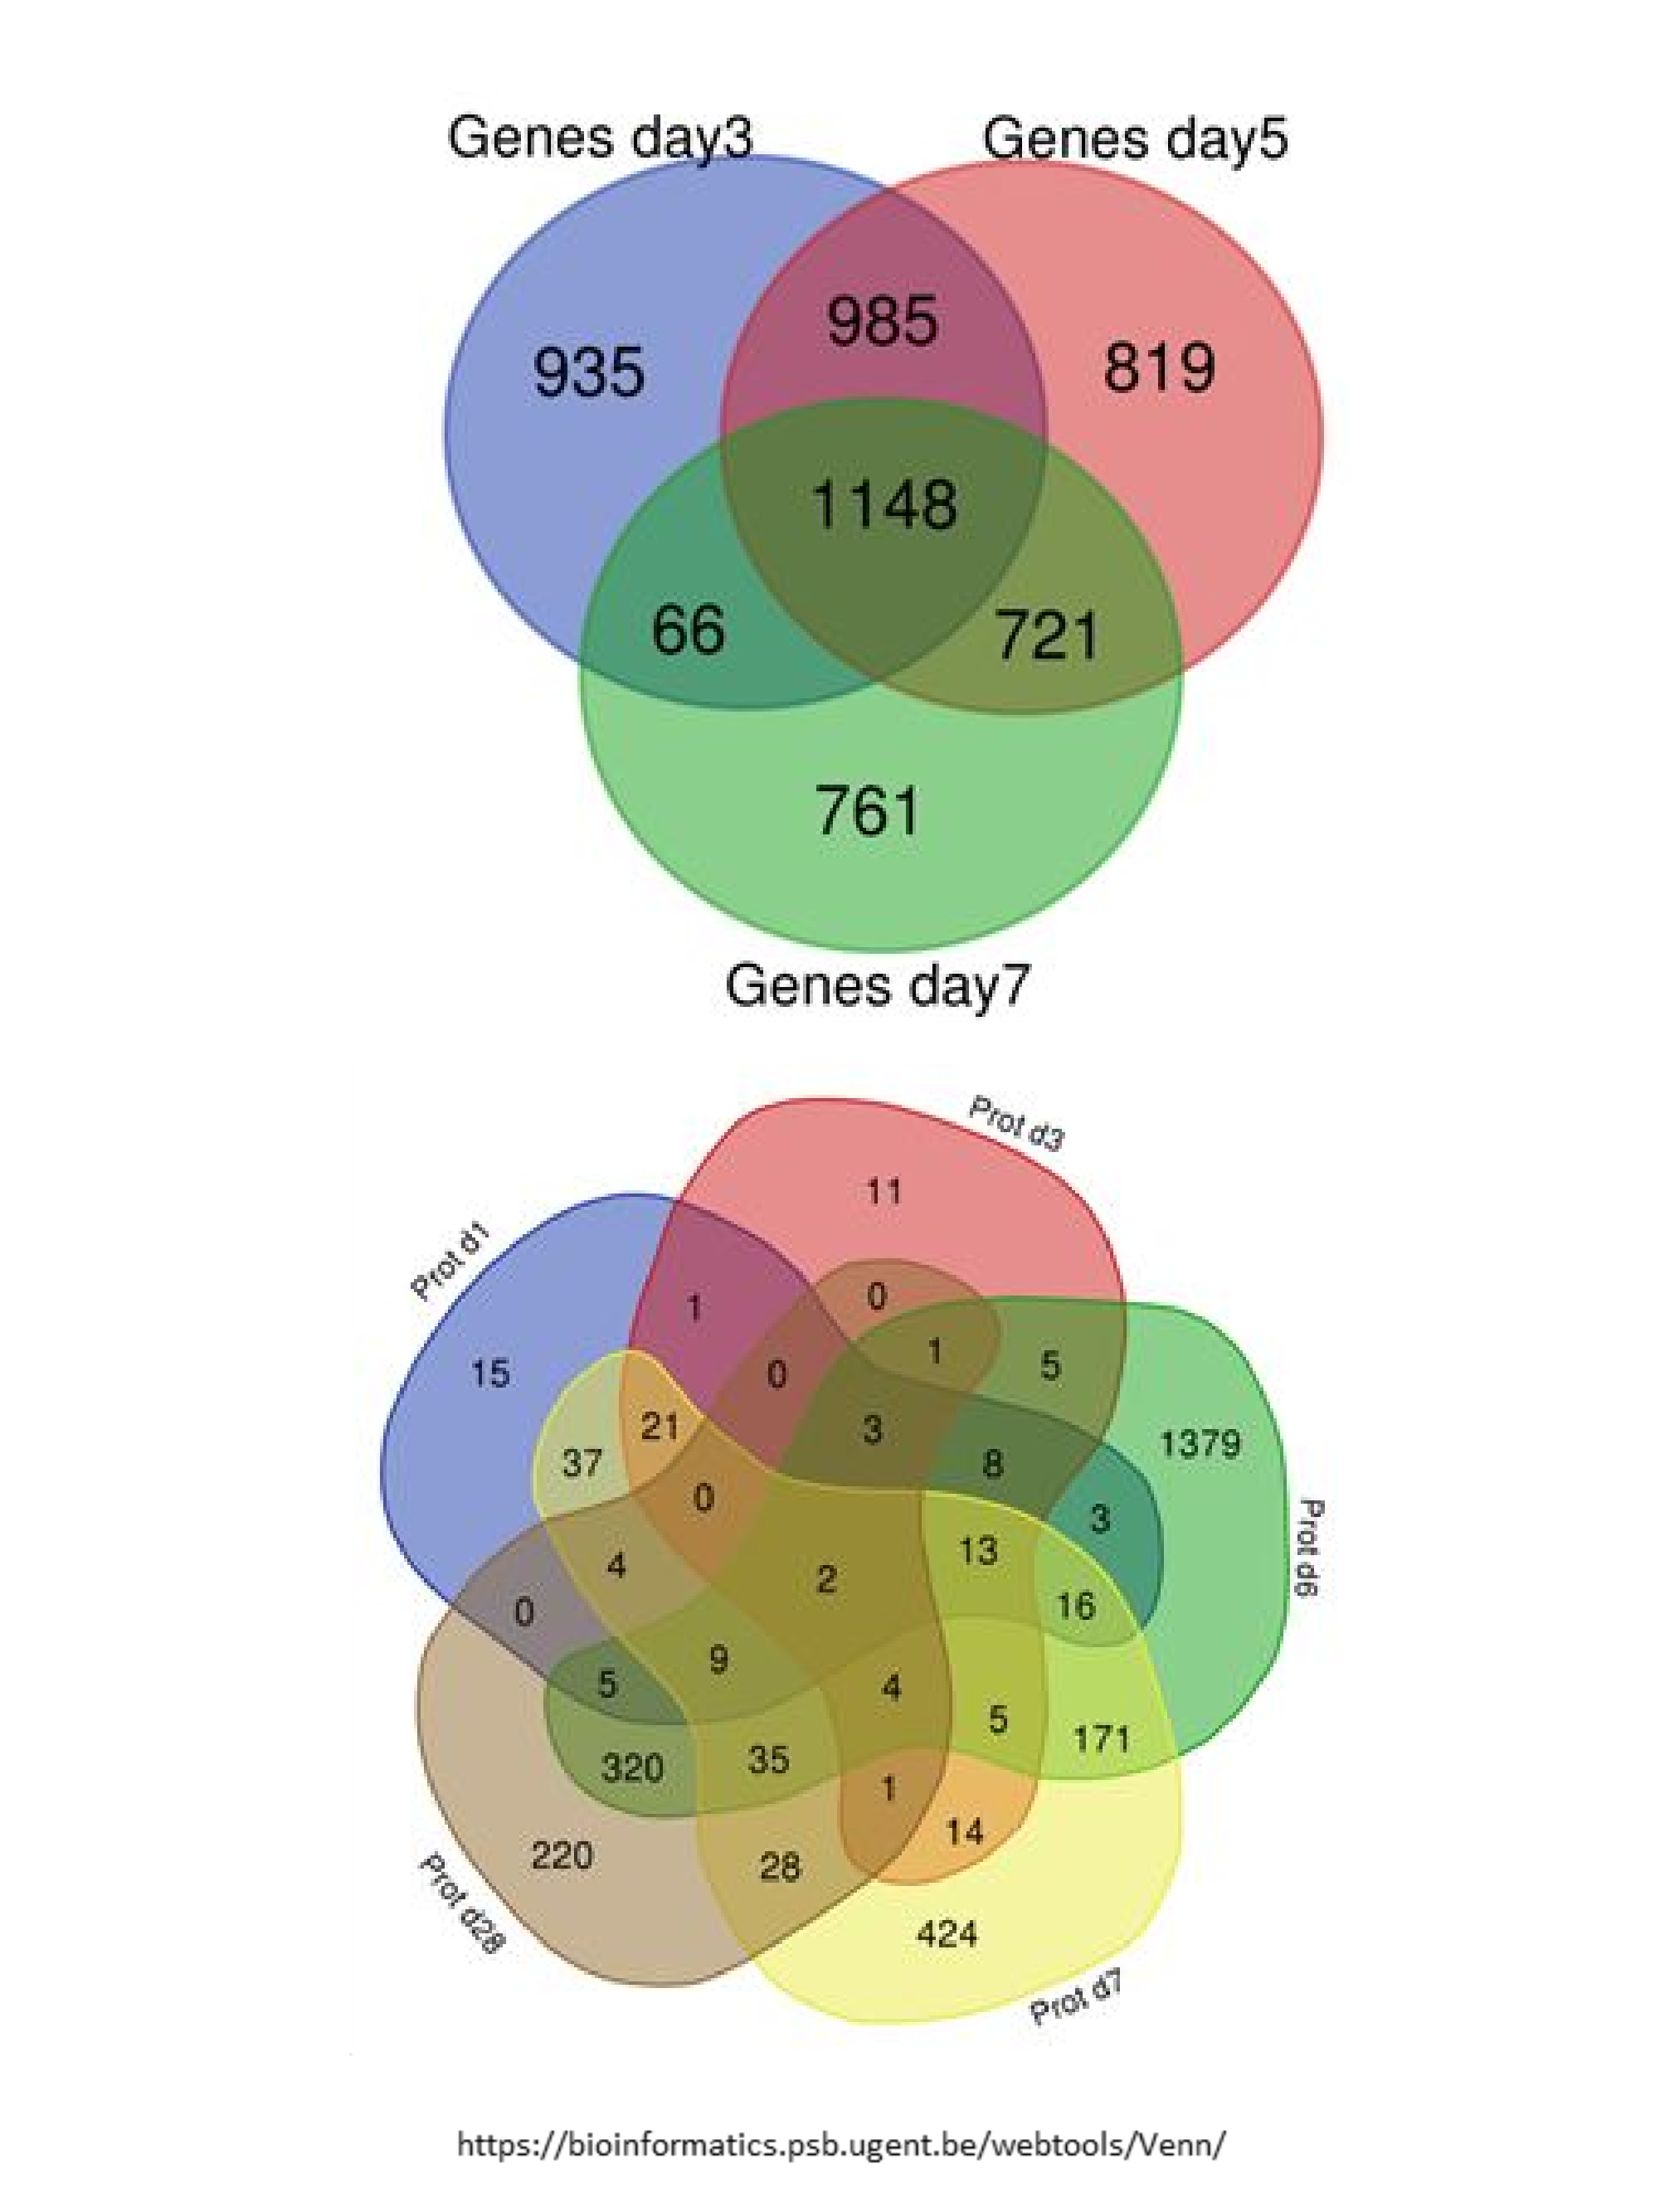

**Supplement:** Supplementary file 9 — Additional file 9: Supplementary Figure 1. Overlap of differentially expressed genes and proteins by day.

How the deposited data were processed for this re-analysis (not part of the article)

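Whole-blood RNA of rhesus macaques was measured on 24 one-colour Agilent arrays: 7 before irradiation, 4 at day 3, 6 at day 5 and 7 at day 7 after 4 Gy. The arrays lie on 6 slides of 4 and were scanned in 2 sessions. Session 1 holds 6 pre-irradiation and 6 day 7 arrays, and session 2 holds 1 pre-irradiation, 4 day 3, 6 day 5 and 1 day 7 array. The array design in the scanner output is a rhesus design, and the paper's methods name a human array.

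The authors' scanner output gives a processed signal, an intensity on a linear scale: the local background subtracted, gradients removed and low values replaced by a surrogate. The authors' deposited series matrix holds log2 of that intensity plus 1 constant per array, normalized to the median array, with some dim cells empty. Its 18497 rows were matched to probes.

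Here the processed signal of every probe was taken to log2, spots marked non-uniform or as population outliers were left out, saturated spots were kept, the spots of a probe were averaged, and, over the probes tested, each array was shifted by its median difference to the array with the middle median signal, a pre-irradiation array. The shifts ran from −0.87 to 2.03. Of 43603 probes, 23054 were named by the scanner output, 1124 by matching accessions to the reference and 19425 had no symbol, which left 15183 distinct symbols. A probe was tested when well above background on at least 4 of 24 arrays, which 27138 probes were. The share of probes well above background ran from 49.6 to 53.1% of probes before irradiation, 53.9 to 57.6% at day 3, 51.0 to 61.2% at day 5 and 48.3 to 60.9% at day 7, and the median processed signal was 51.3, 49.8, 67.0 and 69.9 in the median array of these groups. At most 4, 17, 26 and 3 spots were saturated on an array of each group. The number of arrays limits the precision.

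The computations used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Each day was compared with the 7 pre-irradiation arrays, and the days with each other, by limma with moderated variances. A probe is called changed at a Benjamini-Hochberg adjusted p under 0.005 over the probes tested, and every test is two-sided. A gene is represented by its probe with the highest mean signal, except in the counts of changed genes by day and by gene list. There a gene counts as changed when any of its probes is called. Of the 60 ribosomal protein genes counted as changed at day 3, 41 were called in the brightest probe. Where no array of the dim group of a changed gene was well above background, the fold is a bound: the mean of the bright group against the mean, over the dim group's arrays, of the higher of the probe's own signal and the lowest signal among probes well above background on that array.

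The 22 gene lists were written by hand before the data were examined and stand in for the pathway databases of the paper, which were not used here. A list's direction was tested by limma's camera with a preset correlation of 0.01, adjusted over 66 tests, and again by limma's fry and by camera with estimated correlation. Overrepresentation among changed genes was tested by Fisher's exact test with Bonferroni adjustment over 66 tests, at 0.05. Mean levels of 7 lineage lists were compared by exact permutation of arrays, adjusted over the 21 tests alone, among 330 splits at day 3, 1716 at day 5 and 3432 at day 7. The smallest p these splits allow are 0.00303, 0.000583 and 0.000583. The 12 genes correlated with time were tested with 1e+05 permutations, whose smallest p is 1e-05. The response of the sexes was compared at day 7 by limma at an adjusted p under 0.05.

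Genes are named when the paper names them for transcripts, 49 in all, or when they are among the 5 largest rises or falls of a day among changed probes with a symbol, well above background on every array of the brighter group and with every array of that day on 1 side of all 7 pre-irradiation arrays. The largest rises and falls are ranked over probes, and the probe can be another than the gene's brightest. From a gene list only the 3 changed genes with the largest absolute log2 change are named. IL6, IL3, CRP, SAA4 and CP were too dim to be tested, and SP1, HP and FGA have no probe.

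Replicate numbers were checked as animals: after subtraction of group means, arrays of the same number correlated with r from 0.134 to 0.414 between pre-irradiation and day 3, 0.171 to 0.454 between pre-irradiation and day 5 and 0.132 to 0.439 between pre-irradiation and day 7, while the medians for different numbers were negative. The labelled sexes were checked against 5 Y-linked genes. The resemblance that shared pre-irradiation arrays bring was simulated 100 times by dealing residuals from the group means to the groups. Regrouped arrays were run through the same tests, by exchange within animals or in 100 regroupings, with the p of gene lists adjusted over the 22 lists of 1 comparison.

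The alternatives were 75th percentile scaling, quantile normalization, a normexp background with an offset of 50, the authors' series matrix values, no filter and a stricter filter on dim probes, all 4 groups in one fit, blocks for replicate, slide and scan session, a sex covariate, unmoderated variance, an adjusted p under 0.05, a minimum of 1.5-fold, one probe per gene, fry, camera with estimated correlation, day −3 for the pre-irradiation arrays in the correlation with time, and the leaving out of each replicate number and of each day 3 array. These made 29 settings. A further 4 were chosen after seeing the data: normexp followed by quantile normalization, slide and scan session as blocks in a fit of all groups, and exact permutation of list means. A test is called reversed when its direction turned, and a count is called moved when it changed by more than 1.5-fold.

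The pipeline was tested on simulated data, with 200 of 27138 probes changed. It recovered 42 at day 3, 80 at day 5 and 97 at day 7, all in the right direction, with 0, 1 and 0 false calls by limma. Of the probes changed 4-fold it recovered 41, 69 and 75%, and of those changed 2-fold 1, 11 and 22%. The list test found 1 of 1 changed list and 0 others. The simulated probes varied independently of each other and the lists were random genes. It thus does not show how often lists of genes that vary together are called falsely.

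Protein, micronucleus and blood-count data were not reanalysed. The paper's own blood counts and lists of changed proteins were used only beside the transcript results. Days after day 7 and day 1 were not analysed here. The results of 1 gene list and of some genes are not reported here.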

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

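The tests of scan sessions for days 3 and 5 and for interferon genes, of blood counts beside the platelet, monocyte and erythroid genes, of globin RNA, of T cells, of a sample swap, of labelled sex and of the share of probes that rose were chosen after the result was seen, and the others before.

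Day 7 has arrays in both scan sessions. The 1 day 7 array of session 2, minus the other day 7 arrays, had a slope of −0.0577 on the change at day 3, where a session difference that carried the change would give about 1. The other day 7 arrays, each compared with the rest in turn, gave −0.283 to 0.154. This rests on 1 array, in which session and animal cannot be separated, so it excludes nothing. With the session as a term in a fit of all groups, 814 probes changed at day 3, 1475 at day 5 and 3916 at day 7, and 100%, 99.9% and 100% of the probes called before kept their sign.

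Regrouped arrays gave as many changed probes as the real groups in 1 of 64 ways at day 5 and 1 of 64 at day 7. This excludes chance, though at day 5 not a difference between scan sessions. At day 3 the exchange within 4 animals gave 1 of 16, too few to exclude chance, and regroupings drawn without regard to animals gave 1 of 100. For the number of gene lists with a direction, adjusted over the 22 lists of 1 day alone (17, 15 and 9 lists), 3 of 16 and 11 of 100 ways at day 3, 20 of 64 at day 5 and 41 of 64 at day 7 gave as many, so chance is not excluded there. Between days, 1 of 100 regroupings gave as many probes as days 3 and 7 and 1 of 64 as days 5 and 7. Days 3 and 5 differed at 0 probes by limma (2732 at an unadjusted p under 0.05, and 1 with unmoderated variance), a count that any grouping reaches, so the 100 of 100 regroupings that did so test nothing. The lists that differed, adjusted over the 22 lists of each comparison alone, numbered 5 between days 3 and 5, 10 between days 3 and 7 and 14 between days 5 and 7, and 81 of 100, 33 of 100 and 3 of 64 regroupings gave as many.

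Days 3 and 7 differed at 2177 probes and days 5 and 7 at 2. Without 1 replicate the first ran from 300 to 2134 and the second from 0 to 5. From day 3 to day 5 the platelet genes moved by a median log2 of −0.85, T-cell genes by 0.40 and erythroid genes by −1.72. From day 3 to day 7 the platelet genes moved by −1.45, NOTCH genes by −0.34, G1/S and S phase genes by 0.80, mitosis genes by 2.04, acute phase genes by −0.63 and T-cell genes by 0.77. From day 5 to day 7 the platelet genes moved by −0.68, acute phase genes by −0.36, NF-kB and Toll-like receptor genes by −0.24 and T-cell genes by 0.38.

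Mitosis genes differed between days 3 and 7 with the scan session as a term too (camera adjusted p 2.66e-16). The highest mitosis means at day 5 (2.36) and at day 7 (2.57) both come from animal 4.

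Platelet genes rose most at day 3 and fell back after. In the paper's blood counts the platelet to white cell ratio rose by log2 1.19 at day 3, 1.82 at day 5 and 2.23 at day 7. It rose a further 1.03 from day 3 to day 7, so a larger share of platelets alone does not carry the later fall. Whether that share carries part of the rise at day 3 is left open. Platelet genes exceeded NK-cell genes by 1.80 ± 0.50 at day 3, the lowest array at 1.25 against 0.58 in the highest pre-irradiation array. Monocyte genes (mean 1.06) and neutrophil surface genes (0.82) rose at day 3 too, less than platelet genes (1.76). At day 5 monocyte genes (0.84) rose as much as platelet genes (0.80). A common rise of the remaining cell types thus does not carry the whole day 3 rise, and for part of it this is left open.

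B-cell genes were lower, with medians of −2.83, −2.84 and −2.56. Over the normalizations tried the highest of these medians was −1.15. Lymphocytes changed by log2 −2.24, −2.74 and −2.48 in the paper's counts, in the same direction. Relative to white cells they changed by −1.04, −0.96 and −0.06, less than the B-cell genes. Whether the loss of lymphocytes accounts for the size of the fall is left open. Interferon-stimulated genes were higher by 1.15 at day 3 and 1.47 at day 5, and at day 7 by 0.43, less than at day 5. In camera the difference between days 5 and 7 held without each animal in turn (largest adjusted p 5.71e-09) and with the scan session as a term (3.55e-22). It was not called by fry (adjusted p 0.0508) or by exact permutation of list means (0.104). Only 1 pre-irradiation array shares the session of the day 3 and day 5 arrays, and the rise of interferon-stimulated genes on those days cannot be told apart from a difference between sessions.

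Erythroid genes were lower on all 3 days. Reticulocyte counts changed by log2 −2.14, −3.87 and −3.72 in the paper's data, in the same direction. White cell counts changed by −1.21, −1.78 and −2.42, so relative to white cells the fall of reticulocytes was smaller, and whether it accounts for the size of the loss is left open. Uneven removal of globin RNA does not carry it, as the 28 other erythroid genes had medians of −3.44, −4.62 and −3.62 against −1.88, −4.08 and −3.46 for 5 globin genes. Monocyte genes were higher on all 3 days, and so was the monocyte to white cell ratio, by 1.09, 0.43 and 0.75, which fits.

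Ribosomal protein genes stayed low at day 7 when T-cell genes were back at 0.0438, so a loss of T cells does not carry their fall, and over the normalizations tried their highest median was −0.52. The share of changed probes that rose stayed under 50% with every normalization, at most 49.2%, and without the filter on dim probes, which then also enter the scaling, it was at least 65.1%. Of the changed probes that the filter keeps, 65.2%, 71.8% and 66.0% rose there too, so the dim probes do not make up the difference, and whether most changes were falls is left open.

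At day 7 the arrays of animals 4 and 5 had erythroid means of −1.32 and −2.14, against −3.00 to −5.07 on the others. Their B-cell genes were at −1.98 or below, and the lowest pre-irradiation B-cell mean was −0.15, so a swap with a pre-irradiation sample is excluded. The lowest male and highest female mean of the Y-linked genes differed by 6.26, and every labelled sex fitted. The day 7 response differed between the sexes at 0 probes by limma (2359 at an unadjusted p under 0.05). The 35 of 35 divisions of the animals that gave at least 0 test nothing.

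Dixon's test singled out an array in 4 of 36 groups, where chance gives 1.8: day 3 replicate 1 for B-cell genes (−2.13), day 3 replicate 2 for erythroid genes (−1.95), pre-irradiation replicate 3 for platelet genes (−0.48) and pre-irradiation replicate 7 for the share of probes well above background (49.56%).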

How the results depend on the processing

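Normexp followed by quantile normalization, the slide and the scan session as blocks in a fit of all groups, and exact permutation of list means were chosen after the results were seen. Why an alternative changed a result was not tested. At day 3 the slide block and the scan session block compare with pre-irradiation replicate 5 alone, so calls lost there exclude nothing.

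Of 1738 values over the alternatives for overrepresentation, 4 were reversed, of 1650 for direction 3, of 1496 for differences between days 17, of 4466 for named genes 1, of 322 for lineage means 0 and of 228 for the correlation with time 0. Of 1242 counts, 339 moved by more than 1.5-fold.

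The normexp background left 139 probes at day 3, 239 at day 5 and 315 at day 7, with 57 genes on all days and 249 on any day. No ribosomal protein gene (0%) changed at day 3. It left 2 lists overrepresented at day 5 and 2 at day 7, 33 probes between days 3 and 7 and 0 between days 5 and 7 (limma; without this background 2, and 6404 at an unadjusted p under 0.05). From day 5 to day 7 it turned the difference of ribosomal protein genes to 0.59, of death receptor genes to 0.24, of acute phase genes to 0.11, of NF-kB and Toll-like receptor genes to 0.16 and of B-cell genes to −0.24. The overlap of transcripts and proteins was 7 at day 3 and 28 at day 7. It moved the median log2 change of all tested probes to 0.16 at day 5, and the authors' series matrix values moved it to 0.10 at day 3.

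Quantile normalization gave 7 lists overrepresented at day 5 and 11 higher at day 7, and turned the differences of ribosomal protein genes to 0.10 (day 5 minus day 3), 0.27 (day 7 minus day 3) and 0.17 (day 7 minus day 5). Normexp followed by quantile normalization gave 3989 probes at day 3, 4712 at day 5 and 2424 at day 7. It gave 8 lists overrepresented at day 5, 11 higher at day 7, 24 probes between days 3 and 5 and 107 between days 5 and 7. The same differences turned to 0.11, 0.27 and 0.18. The authors' series matrix values gave 1407 probes between days 3 and 7 and turned SMAD2 at day 7 to 1.09, where another probe stands for the gene because its brightest is not in the matrix.

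Without a filter on dim probes 8 lists were overrepresented at day 3, 14 at day 5 and 7 at day 7, and 13 were higher at day 7. The olfactory genes turned to −0.32 at day 3 and −0.23 at day 5. There were 909 probes between days 3 and 7 and 4 between days 5 and 7. The stricter filter gave 22 between days 5 and 7.

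All 4 groups in one fit gave 7 lists overrepresented at day 3. The replicate block gave 751 probes at day 3, 223 genes on all days, 16 probes between days 3 and 5, 3688 between days 3 and 7, 492 between days 5 and 7 and an overlap with proteins of 11 at day 3. The sex covariate gave 7 lists overrepresented at day 5 and 8 probes between days 5 and 7.

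The slide block gave 0 probes at day 3, 0 genes on all days, 0 lists overrepresented at day 3, 2 probes between days 3 and 7, 0 between days 5 and 7 and an overlap with proteins of 0 at day 3. It turned interferon-stimulated genes from day 3 to day 5 to −0.24, the difference of ribosomal proteins day 7 minus day 3 to 0.0125 and from day 5 to day 7 to 0.41, and erythroid genes from day 3 to day 7 to 0.71. In a fit of all groups the slide block gave 443 probes at day 3 and 42 at day 5, 24 genes on all days and 1720 on any day, 2 lists overrepresented and 7 higher at day 5, 0% of erythroid genes changed at day 5 and an overlap of 9 at day 3.

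The scan session block gave 37 probes at day 3 and 383 at day 5, with 19 genes on all days and 1362 on any day. It left 0% of ribosomal protein genes and 0% of platelet genes changed at day 3, and gave 2 lists overrepresented and 7 higher at day 5. It gave 25 probes between days 3 and 7 and 5 between days 5 and 7, 6 lists different between days 3 and 7, turned erythroid genes from day 3 to day 7 to 0.25 and gave an overlap of 2 at day 3. In a fit of all groups it gave 814 probes at day 3 and 1475 at day 5, 293 genes on all days, 1964 on any day and an overlap of 13.

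Unmoderated variance gave 1 probe between days 3 and 5 and 12 between days 5 and 7. An adjusted p under 0.05 gave 9696, 9629 and 7503 probes, 1827 genes on all days and 6631 on any day, 7 lists overrepresented at day 5, 69, 6777 and 1458 probes between days 3 and 5, 3 and 7, and 5 and 7, and overlaps of 34 and 226.

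In fry 3 lists differed between days 3 and 5 and 4 between days 5 and 7. Camera with estimated correlation called 2 lists higher and 1 lower at day 3, 1 higher and 2 lower at day 5 and 1 higher at day 7. Exact permutation of list means called the senescence genes lower at day 5 on a mean of −0.17, where the direction given by camera was higher and the median, the same in both, was 0.0488. It called 5 lists lower at day 7, and 2 different between days 3 and 5 and 2 between days 5 and 7.

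Leaving out 1 replicate gave 866 to 3536 probes at day 3, 2716 to 4316 at day 5 and 1673 to 2620 at day 7. Genes on all days ran from 258 to 524 and on any day from 1692 to 2962. Lists overrepresented at day 5 ran from 4 to 7, probes between days 3 and 7 from 300 to 2134 and between days 5 and 7 from 0 to 5. The overlap with proteins at day 3 ran from 9 to 18, and the difference of interferon-stimulated genes day 5 minus day 3 from −0.0265 to 0.63.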

Differences from the paper's values

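Normexp followed by quantile normalization, the slide and the scan session as blocks in a fit of all groups, and exact permutation of list means were chosen after the results were seen, and the other settings before the data were examined.

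NOTCH4 is stated as changed at day 3. Here its log2 change was 1.23 (adjusted p 0.00781), not called at 0.005. It was called with all 4 groups in one fit, an adjusted p under 0.05, without replicate 5 (1.35) and without day 3 replicate 2.

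FDXR and SLC4A11 are listed as responding at day 3. Here their log2 changes were 1.12 (adjusted p 0.00946) and 0.95 (0.0257), and neither was called. FDXR was called with all 4 groups in one fit, an adjusted p under 0.05 and normexp followed by quantile normalization, and SLC4A11 with an adjusted p under 0.05.

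Neutrophil degranulation is stated as affected on all days. Here 15, 19 and 12 of 65 genes changed (Fisher's exact test, Bonferroni-adjusted p 1 on each day). It was overrepresented at day 5 with quantile normalization, with no filter and with normexp followed by quantile normalization, and at days 3 and 7 under none.

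TGF-beta signaling is stated as affected on all days. Here 19, 21 and 14 of 60 genes changed, none called. It was overrepresented at day 3 with no filter and all 4 groups in one fit, at day 5 with no filter, the sex covariate and an adjusted p under 0.05, and at day 7 with all 4 groups in one fit and with the slide or scan session block in a fit of all groups.

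Senescence is stated as affected at days 5 and 7. Here 11 and 9 of 24 genes changed, not called. There was overrepresentation of oncogene-induced senescence genes at day 5 with the series matrix values, no filter, all 4 groups in one fit, the replicate block, the sex covariate, the scan session block in a fit of all groups and without replicate 1 (41.7%), 3 (45.8%), 5 (54.2%) or 6 (45.8%). At day 7 it was so with no filter, an adjusted p under 0.05 and without replicate 5 (37.5%).

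NOTCH and interleukin signaling are stated as affected up to day 5. Here 14 and 19 of 49 NOTCH genes and 20 and 23 of 78 interleukin genes changed at days 3 and 5, not called. NOTCH genes were overrepresented at day 3 with an adjusted p under 0.05, and at day 5 with no filter, the sex covariate, an adjusted p under 0.05 and normexp followed by quantile normalization. Interleukin genes were so at day 3 with no filter. There was overrepresentation of interleukin and cytokine signaling genes at day 5 with quantile normalization, no filter, an adjusted p under 0.05 and without replicate 6 (37.2%). The interleukin genes were still higher at day 7, by a median log2 of 0.37.

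Death receptor signaling is stated as particular to day 5. Here 15 of 46 genes changed, not called, and the list was higher at day 3 too, by 0.35. It was overrepresented at day 5 with no filter and with normexp followed by quantile normalization.

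Olfactory signaling is stated as affected at day 3. Here 1 of 9 tested genes changed. With no filter the overrepresentation of olfactory receptor genes at day 3 was negative, 0.637% of 157, and under no setting did it hold more.

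Mitosis and G1/S processes are stated as affected only at day 7. Here 9 of 55 and 19 of 78 genes changed at day 7, not called, while both directions were. At day 3 both lists were lower, and at day 5 only 1 of 55 mitosis genes changed, fewer than among other genes (Fisher's exact test, Bonferroni-adjusted p 0.0134). At day 7 mitosis genes were overrepresented with no filter and an adjusted p under 0.05. There was overrepresentation of G1/S and S phase genes at day 7 with the series matrix values, no filter, the replicate block, the sex covariate, an adjusted p under 0.05 and without replicate 1 (19.2%), 2 (20.5%) or 7 (20.5%).

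Acute phase signaling is stated as the leading pathway at all times. Here 15, 17 and 6 of 45 genes changed, not called, and the list took no direction at day 7 (median log2 0.16). There was overrepresentation of acute phase response genes at day 3 with the series matrix values, no filter, all 4 groups in one fit, normexp followed by quantile normalization and without replicate 6 (35.6%). There was overrepresentation of acute phase response genes at day 5 with 75th percentile scaling, quantile normalization, the series matrix values, no filter, all 4 groups in one fit, normexp followed by quantile normalization and without replicate 5 (42.2%) or 6 (44.4%).

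SMAD transcription is stated to begin at day 5. The p-value given with it in the paper is that of a pathway of transcription regulated by SMADs. Levels of the SMAD transcripts do not test that pathway. Here SMAD2, SMAD3 and SMAD4 changed by log2 0.03, −0.45 and −0.07 at day 5, not called. With the series matrix values, in which other probes stand for both, SMAD2 was called at 1.06 and SMAD3 at −1.21, and SMAD4 was called under none.

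Rises and falls are stated as close. Here 40.4, 42.7 and 33.1% of the changed probes rose. The share nearest to even was 49.2%, at day 5 with quantile normalization.

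The share of changed genes that changed on all days is worded as larger than here, while the paper's counts behind it differ little from those found here. Among named genes the share was 18.9%, and with accessions counted 1045 of 5583 genes. With an adjusted p under 0.05 it was 1827 of 6631 named genes.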

Other observations

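The exact permutation of list means was chosen after the result was seen.

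The first component of all arrays held 26.9% of the variance and the second 15.2%.

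The largest falls were at day 3 FERD3L (log2 change −5.70), VPREB3 (at least 32.4-fold lower), ACSL6 (−5.35), KLF1 (−5.28) and SOX6 (at least 27.1-fold lower). At day 5 they were ACSL6 (−8.46), RNF152 (−8.38), FERD3L (−8.24), EPB42 (−8.16) and KLF1 (−8.07), and at day 7 DNAI2 (−6.97), FERD3L (−6.72), RNF152 (−6.57), PGA4 (−6.44) and ACSL6 (−6.13). The largest rises at day 5 were EDA2R (25.5-fold), COL9A2 (13.2-fold), P3H2 (at least 11.4-fold), TNFRSF10B (at least 8.11-fold) and LYVE1 (at least 6.42-fold). Where few arrays of the dim group were well above background, the size is set largely by dim signal: ACSL6 and RNF152 on 1 of 6 and KLF1 on 3 of 6 arrays at day 5, DNAI2 on 1 of 7 and ACSL6 on 3 of 7 at day 7, and of the pre-irradiation arrays EDA2R on 1 of 7 and COL9A2 on 3 of 7.

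Nucleotide excision repair genes had median log2 changes of −0.30, −0.07 and 0.09 over the 3 days and were not called (camera adjusted p 0.144, 0.558 and 0.364), while exact permutation of list means called them lower at day 3 (adjusted p 0.0419).

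IRF7 was 2.71-fold at day 3 (adjusted p 0.115), 3.29-fold at day 5 (0.0239, 4 of 6 arrays above all pre-irradiation arrays) and 1.34-fold at day 7, and was not called.

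At day 7 the arrays of animals 4 and 5 had erythroid means of −1.32 and −2.14 and the others −3.00 to −5.07. Their mitosis means were 2.57, the highest of the day, and 0.55, below the mean of 1.02.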
